# The nuclear GYF protein CD2BP2/U5–52K is required for T cell homeostasis

**DOI:** 10.3389/fimmu.2024.1415839

**Published:** 2024-09-06

**Authors:** Miriam Bertazzon, Almudena Hurtado-Pico, Carlos Plaza-Sirvent, Marc Schuster, Marco Preußner, Benno Kuropka, Fan Liu, Andor Zenon Amandus Kirsten, Xiao Jakob Schmitt, Benjamin König, Miguel Álvaro-Benito, Esam T. Abualrous, Gesa I. Albert, Stefanie Kliche, Florian Heyd, Ingo Schmitz, Christian Freund

**Keywords:** CD2BP2/U5-52K, T cell, spliceosome, Mdm4, p53, exon skipping

## Abstract

The question whether interference with the ubiquitous splicing machinery can lead to cell-type specific perturbation of cellular function is addressed here by T cell specific ablation of the general U5 snRNP assembly factor CD2BP2/U5–52K. This protein defines the family of nuclear GYF domain containing proteins that are ubiquitously expressed in eukaryotes with essential functions ascribed to early embryogenesis and organ function. Abrogating CD2BP2/U5–52K in T cells, allows us to delineate the consequences of splicing machinery interferences for T cell development and function. Increased T cell lymphopenia and T cell death are observed upon depletion of CD2BP2/U5–52K. A substantial increase in exon skipping coincides with the observed defect in the proliferation/differentiation balance in the absence of CD2BP2/U5–52K. Prominently, skipping of exon 7 in Mdm4 is observed, coinciding with upregulation of pro-apoptotic gene expression profiles upon CD2BP2/U5–52K depletion. Furthermore, we observe enhanced sensitivity of naïve T cells compared to memory T cells to changes in CD2BP2/U5–52K levels, indicating that depletion of this general splicing factor leads to modulation of T cell homeostasis. Given the recent structural characterization of the U5 snRNP and the crosslinking mass spectrometry data given here, design of inhibitors of the U5 snRNP conceivably offers new ways to manipulate T cell function in settings of disease.

## Introduction

CD2 Binding Protein 2 (CD2BP2) is a splicing factor firstly identified as part of the U5 small nuclear ribonucleoprotein (snRNP) subunit, and named U5–52K based on its apparent molecular mass (1). The snRNPs subunits, U1, U2, U4/U6 and U5, consisting of proteins and snRNAs, are the building blocks composing the spliceosome. Extensive compositional and conformational rearrangements of the snRNPs accompany the spliceosomal maturation, a pathway ultimately leading to splicing of pre-mRNA (2–4). Although CD2BP2/U5–52K has been clearly found in the 20S U5 snRNP, its localization in the U4/U6.U5 tri-snRNP and in the subsequent spliceosomal complexes was under discussion for several years. Initially, phosphorylated CD2BP2/U5–52K was identified in the U4/U6.U5 tri-snRNP (5, 6), but further investigations, did not observe this protein in the 25S U4/U6.U5 tri-snRNP (7, 8) or in any other spliceosomal stages as 35S U4/U6.U5 tri-snRNP (9), 35S U5 snRNP (10) and spliceosomal complexes (8, 11, 12). Very recently, CD2BP2 was described as an essential scaffolding protein for the maturation and recycling of the U5 snRNP (13, 14). Interestingly, it was found that while acting as an assembly factor interacting with core spliceosomal proteins such as Prp8, the protein has to dissociate from the U5 snRNP for the tri-snRNP to be formed. This is because a more N-terminal “hook” segment of CD2BP2 occludes the site where the essential Dim1/U5–15K protein is to be placed in the tri-snRNP and later splicing complexes. Interestingly, the C-terminal GYF domain of CD2BP2/U5–52K (15–17), aside from binding proline-rich sequences (PRSs) (18), also interacts with Dim1/U5–15K independent of its PRS binding site (19). Thus, CD2BP2 recruits the same protein that eventually competes with its “hook” segment, thus initiating its own dissociation from the U5 snRNP. Seemingly independent of its role in mRNA splicing PRS binding sites for the protein are also contained in the cytoplasmic tail of the T cell adhesion receptor CD2 and led to the independent identification of CD2BP2/U5–52K by yeast-two-hybrid screening (20). However, the physiological role of this interaction remains elusive (20, 21).

At physiological level CD2BP2 has emerged as an essential protein in higher eukaryotes. In *S. cerevisiae* the protein is dispensable, but has been described to act as a linker between chromatin segregation and RNA splicing (22). TEG-1, the homologue of CD2BP2/U5–52K in *C. elegans*, contributes to defining the proliferation/differentiation balance as demonstrated by altered germline sex determination in CD2BP2/U5–52K mutated worms (23, 24). In *D. melanogaster* the CD2BP2/U5–52K family member Holn1, is required for embryogenesis and eye and wing development, and was found to play a role in wound healing by affecting ERK signaling (25). Furthermore, investigations in mice highlighted the essential role of CD2BP2/U5–52K for embryogenesis (26). Constitutive lack of CD2BP2/U5–52K induces growth retardation, delay in ectodermal layer turning during embryogenesis and growth arrest at developmental stage E10.5 with subsequent death and reabsorption of the embryo. Specific ablation of CD2BP2/U5–52K in podocytes, a highly differentiated epithelial cell type forming the outer part of the glomerular filtration barrier, led to proteinuria and fetal kidney failure in mice (26). Cumulatively, available data indicate that CD2BP2/U5–52K and its homologues play a fundamental role early on in multicellular organisms.

Based on the initial findings of CD2BP2/U5–52K as potentially important for T cell function and given that developmental and proliferation processes are well described in this cell type, we decided to investigate the role of CD2BP2/U5–52K in T cells. A well-described developmental path of T cells takes place in the thymus (27). The hematopoietic stem cells (HSC) reach the thymus from the bone marrow where they become early thymic progenitors (ETP). At this stage several differentiation steps take place starting with the double negative stage (DN), where neither CD4 or CD8 co-receptors are expressed, and in which the rearrangement of TCRγ/δ and TCRβ chains occurs. The DN cells mature into double positive (DP) cells where both, CD4 and CD8 receptors are presented on the surface of the cells. At this stage the rearrangement of TCRα proceeds and coincides with the detection of CD69 and CD5 receptors. Subsequently, T cells transit into CD4 and CD8 single positive (SP) cells which then migrate into the peripheral organs (e.g. spleen, blood, lymph nodes) to fulfill their functions. For our investigation we used a CD4-Cre conditional KO mouse model, which ablates the protein in thymocytes at the double positive (DP) state. Protein levels are shown to cease in positive (SP) T cell population and reduced number of SP cells are observed in the thymus. The fewer number of T cells that reach the peripheral lymphoid tissues are relatively enriched in memory T cells compared to naïve T cells. In the absence of CD2BP2/U5–52K, splicing efficiency decreases, resulting in a considerable augmentation of exon skipping. A change in splicing pattern is observed in several transcripts impacting cell proliferation and apoptosis. In particular, the exon 7 skipping in the Mdm4 transcript can be directly related to dysregulation of a p53 driven transcriptional program. Together, our data suggest that depletion of a general splicing factor leads to modulation of T cell homeostasis and they highlight the enhanced sensitivity of naïve T cells compared to memory T cells to changes in CD2BP2/U5–52K levels.

## Material and methods

### Mice and genotyping

CD2BP2/U5–52K^flox/flox^ mice, described in our previous publication (26), were crossed with CD4-Cre mice (28). The mice were bred and maintained under conventional condition in the animal facility “Tierhaus des Bundesinstitut für Risikobewertung” in Berlin (Germany). The offsprings were genotyped for the detection of flox/flox allele and the CD4-Cre gene. The PCR pair of oligonucleotides primers for the floxed allele and the CD4-Cre are listed in the supplemental material (Suppl. list 1). Guidelines of the Landesamt für Gesundheit und Soziales (LaGeSo) in Berlin (Germany) were followed, (permit number TZ 0274/15).

### Lymphocytes isolation and flow cytometry

Thymus, spleen and peripheral lymph nodes were removed from male 8–12 weeks old mice. For isolation of cells, organs were harvested, minced and filtered through a 70 µm nylon strainer. The isolated cells were first resuspended in RPMI-1640 medium supplemented with with 55 mM β-mercaptoethanol, 10 % FBS, 1 % Pen/Strep and 1 % L-Glutamine and subsequently resuspended in PBS supplemented with 0.5 % BSA and 2 mM EDTA at pH 7.2. The splenocytes followed erythrocyte lysis treatments using Ammonium-Chloride-Potassium (ACK) buffer for 1–2 minutes. To remove clumped cells, 40 µm nylon strainers were used before cell count and staining. Cell counting was performed using a TC20 Automated cell counter (Bio-Rad). 1–2x10^6^ cells were plated in 96-well with V-bottom and stained with Zombie Aqua Fixable Viability Kit (BioLegend, #423101) for the detection of live versus dead cells, following the manufacturers protocol. The cells were further stained with conjugated antibody, purchased by BioLegend. The antibodies used were CD4-FITC (clone RMA4.5, #100510), CD8-PE (clone 53–6.7, #100708), CD69-PECy5 (clone H1.3F3, #104509), CD25-BrillantViolet421 (clone 3C7, #12015), CD5-APC (clone 53.7.3, #100625), CD3-APC (clone 17A2, #100235), B220-PECy7 (clone RA3–6B2, #103221), CD62L-PacificBlue (clone MEL14, #104424), and CD44-PECy5 (clone IM7, #103009). After staining, the cells were fixed using BD Cytofix/Cytoperm kit (#554714). Data were acquired using a BD FACS Canto II instrument while FCS express 6 software was used for the analysis (version 6.06.0033). The statistical analysis is precisely described under each flow cytometry graph caption. For viability analysis, 1x10^6^ cells from thymus, spleen and peripheral lymph nodes were isolated. Organ dissection and cell isolation was performed as previously described in this section. Cells were incubated with CD4-PacificBlue (clone RM4–5, #100531, Biolegend), CD8-BV605 (clone 53–6.7, #100743, Biolegend), CD25-PE-Cy7 (clone PC61, #561780, BD Pharmingen) antibodies in FACS buffer (2% BSA in PBS) for 15 minutes at 4°C. Subsequently, cells were washed with FACS buffer and incubated in 7-aminoactinomycin D (#559925, BD Pharmingen) and AnnexinV-APC (#640920, Biolegend) in binding buffer or stained with CellEvent™ Caspase-3/7 Green Flow Cytometry Assay Kit (#C10427, ThermoFisher Scientific) according to manufacturer´s instructions. Samples were acquired using LSR Fortessa (Becton Dickinson & Company) and analyzed by FlowJo software (Becton Dickinson & Company, version 10.8.0).

### Cell sorting

The isolation of the lymphocytes was performed as previously described. The cells were stained with BioLegend dyes: CD4-PacificBlue (clone L3T4, #100428) and CD8-PE-Cy7 (clone 53–6.7, #100721) or with CD4-FITC (clone RMA4.5, #100510), CD8-PE (clone 53–6.7, #100708) conjugated antibodies. Four subpopulations were sorted and isolated from the thymus (CD4^–^-CD8^-^, CD4^+^-CD8^-^, CD4^–^-CD8^+^, CD4^+^-CD8^+^) while only one (CD4^+^-CD8^-^) from the pooled cells derived from spleen and peripheral lymph nodes. The sorting was performed using BD FACS Aria II and BD FACS Aria III cell sorters.

### Proliferation experiments

Lymph node cells and splenocytes were pooled and erythrocytes lysed by treatment with ACK buffer. Subsequently, cells were labeled with 5 µM Carboxyfluorescein succinimidyl ester (CFSE; #65–0850; eBioscience) for 15 min in the dark at 37°C and washed twice with fully supplemented RPMI. 5x10^5^ cells were seeded in a 96-well plate with each condition in duplicates. T cells were activated with 10 µg/ml coated anti-CD3 (clone 145–2C11, #100314, Biolegend). Proliferation, assessed by loss of the dye signal, was analyzed 3 days later by flow cytometry, in which T cells were labeled by CD4-APC (clone RM4–5, #100516, Biolegend) and CD8-PE-Cy7 (clone 53–6.7, #100721).

### Generation of HEK293T- CD2BP2/U5-52K^-/-^ cell line using CRISPR-Cas9 system

For the generation of HEK293T-CD2BP2/U5-52K^-/-^, cell line that does not express CD2BP2/U5-52K protein, the CRISPR-Cas9 method was used. The oligos selected by the online web tool crispr.mit.edu supplied by Zhang Lab MIT, were ligated into pSpCas9(BB) px459 vector (Supplemental material). HEK293T cells were transfected using a mixture of plasmid and PEI (1:4) in Opti-MEM solution. After 48 hours single cell isolation was performed using puromycin treatment: 3 µg/ml of antibiotic for 24 hours. The isolated single cells were then expanded for 1-2 weeks. The quality of the knock out cells was subsequently checked by analyzing CD2BP2/U5-52K protein expression. The cellular lysate of the cells was analyzed using a Western-blot for the detection of CD2BP2/U5-52K protein.

### Western-blot analysis 

To quantify the presence of targeted proteins in the cells, a Western blot was performed. From 2 to 20 µg of cell lysate were supplemented with SDS loading buffer and loaded on a pre-cast acrylamide gel (4-20%, Bio-Rad) with 8 µl of PageRuler Plus ladder (Thermo Fisher Scientific). The gel was placed on a nitrocellulose paper (GE Healthcare) previously soaked in transfer buffer. The blotting was carried out using Mini Trans-Blot (Bio-Rad), following the manufacturer´s protocol. The nitrocellulose membrane was blocked with blocking buffer (5 % w/v of mill powder in TBST) under agitation for 1 hour at room temperature or overnight at 4°C. The membrane was incubated with the antibodies in TBST, under agitation for 1 hour at room temperature or overnight at 4°C. Finally, the membrane was developed using HRP Juice (PJK) and the chemiluminescence was detected using Advancer Fluorescence and ChemoStar (Intas). The membrane was treated with hydrogen peroxide, for 10-20 min at 37°C, and washed intensively with MilliQ water before the new antibody application. For detection of CD2BP2/U5-52K we used an in-house anti-CD2BP2/U5-52K antibody that was prepared as previously described (26), anti-βActin HRP conjugated (abcam #ab20272), secondary anti-rabbit (Jackson and ImmunoResearch, # 111-035-046), anti-FLAG HRP conjugated (Sigma, A8592).

### RNA isolation and reverse transcriptase PCR

RNA was isolated from sorted T cells using RNeasy Plus Mini Kit (QIAGEN, #74136) and ReliaPrep RNA Cell Miniprep System (Promega, #Z6011). In both cases the manufacturers protocols were followed. The RNA extracted from the cells was reverse transcribed for qPCR analysis. 300–500 ng of RNA for each sample were supplemented with 1 µl of Oligo dT, 1 µl of dNTPs (10 mM) up to 14 µl with RNase and DNase free water. The reaction mixture was incubated for 5 min at 65°C, followed by 5 min at 4°C. Finally, 4 µl of First Strand Buffer, 1 µl of DTT (0.1 M) and 200 U of SuperScript III Reverse Transcriptase were added to the reaction mixture, which was then incubated at 50°C for 50 min, followed by 70°C at 15 min.

### qPCR

The RT-qPCR reaction mixture in a 10 µl of volume corresponds to 2 µl of cDNA (1:8 dilution), 2.8 µl water, 0.2 µM forward and reverse primers and 5 µl of SYBR green Master mix. The PCR program was performed in a StepOne Real-time PCR system following the default program, in case of *Arih2* gene detection the temperature for the extension phase was set at 66°C. The data were exported from StepOne software. The primers were chosen using Primers-Blast NCBI browsers and are listed in the supplemental material together with the list of the gene and transcript IDs (Suppl. list 1 and 2). The data were exported from StepOne software and analyzed using Excel (version 2016). The quantification of the alternative spliced exon was performed using the following Equation 1:

(1) $$\Psi =2^{-\left(C_{T}\text{T}-C_{T}C\right)}$$

Where Ψ is the inclusion exon level, which represent the fold change of the alternatively spliced exon (targeted exon) in the consecutive exons in the proximity (control exons). The C_T_ value is the threshold cycle detected for the PCR fragment related to the targeted (C_T_T) and the control $({\text{C}}_{\text{T}}\text{C}$ ) exons.

### RNA sequencing and data processing

The RNA extracted from CD4^+^ isolated T cells from spleen and lymph nodes from three cKO mice (CD2BP2/U5–52K^f/f^ CD4-Cre^tg^) and three control mice (Control: CD2BP2/U5–52K^wt/f^ CD4-Cre^tg^ and CD2BP2/U5–52K^f/f^ CD4-Cre^-^) were sequenced using RNA-seq technology. The RNA quality and integrity were detected on Agilent Technologies 2100 Bioanalyzer (Agilent Technologies; Waldbronn, Germany). The RNA sequencing library was generated from 50 ng total RNA using NEBNext^®^ Single Cell/Low Input RNA Library to following manufactures’s protocols. The libraries were sequenced on Illumina NovaSeq 6000 using NovaSeq 6000 S1 Reagent Kit (300 cycles, paired end run 2x 150 bp) with an average of 8x10^7^ reads per RNA sample. The RNA-seq analysis was performed with Curta system (29). The quality of the fastaq files generated from the sequencing were detected using FASTQC software (v0.11.7). The software cutadapt (v1.18) was used to remove the Illumina adaptor sequence from the reads, the reads with a quality value lower than 20 and reads with sequence length lower than 25. The trimmed sequences were aligned with the mouse genome GRCm38 (GENCODE database) using STAR alignment software (v2.7.1a) (30), following the default parameters. The bam files generated from the alignment were sorted with SAMtools (v1.9) and subsequently used for the analysis of Differentially Expressed Genes (DEGs). DESeq2 package with the featureCounts program (31) in R (v3.5.1) was used for the identification of DEGs. To improve the results *apeglm* R package was used (32). The DEGs list was screened with padj< 0.05, |log_2_| fold change ratio > 1. To avoid false positive results the mean gene count among replicates of the same condition was set at ≥ 100 and the genes without annotation were removed. The Differentially Spliced Variants (DSVs) were detected and calculated using rMATS (v4.0.2) software (33) following the default parameters. The DSVs data were further processed with Excel (version 2016). The lists of DSVs were screened with an FDR< 0.01 and |∆Ψ| ≥ 0.1. To avoid false positive results, the mean of the included and skipped junction counts (IJC and SJC) for conditions was set at ≥ 20, which defines the threshold count. Gene enrichment analysis was performed using Enrichr browser (34). For the detection of the splice site strength the MaxEntScore browser was used comparing the splice sites adjacent to the skipped exons (35). For the research of enriched motifs STREME software was used (36). For the detection of intron retention iREAD was used (37).

### FLAG-CD2BP2 immunoprecipitation assay and liquid chromatography-mass spectrometry

For the FLAG-CD2BP2 immunoprecipitation assay the HEK293T CD2BP2^-/-^ cells were transfected with pcDNA3.1 vector overexpressing human CD2BP2 protein with a FLAG peptide at the C-terminal end. The transfected cells were lysed with 20 mM HEPES pH 7.5, 150 mM KCl, 10 mM MgCl_2_, 0.5 mM EGTA, 1% v/v NP-40 (Igepal), 1 mM DTT (freshly added), 1 tablet/10 ml Proteinase Inhibitor and Murine RNase inhibitor (NEB). At least 2 mg of lysate protein were added to 60 µl of anti-FLAG slurry beads (Anti-DYKDDDDK Tag (L5) Affinity Gel Antibody, BioLegend) previously washed with pulldown washing buffer (20 mM HEPES pH 7.5, 150 mM KCl). The suspension was incubated for 3–5 hours under agitation at 4°C. After three washing steps, performed with the washing buffer, the interacting proteins were eluted using 50 µl of elution buffer, 20 mM HEPES pH 7.5, 150 mM KCl and 1.5 µg/µl 3XFLAG peptide (BACHEM), for 30 min at 4°C. The eluate was supplemented with SDS gel-loading buffer and boiled at 95°C for 5 minutes, then the protein were separated using pre-casted gradient SDS-PAGE gel (4–20%, Bio-Rad). 26 bands were cut from the gel and tryptic in-gel digestion was performed. Dried peptides were reconstituted in 10 μl 0.1% TFA, 5% acetonitrile in water and 6 µl were analyzed by a reverse-phase capillary nano liquid chromatography system (Ultimate 3000) connected to an Orbitrap Velos mass spectrometer (Thermo Fisher Scientific). LC separations were performed on a capillary column (Acclaim PepMap100 C18, 2 μm, 100 Å, 75 μm i.d. × 25 cm; Thermo Fisher Scientific) at an eluent flow rate of 300 nl/min. Mobile phase A contained 0.1 % formic acid in water, and mobile phase B contained 0.1% formic acid in 80 % acetonitrile/20 % water. The column was pre-equilibrated with 5 % mobile phase B followed by an increase of 5–44 % mobile phase B over 40 min. Mass spectra were acquired in a data-dependent mode using a single MS survey scan (m/z 350–1500) with a resolution of 60,000 in the Orbitrap, and MS/MS scans of the 20 most intense precursor ions in the linear trap quadrupole with a normalized collision energy of 35. The dynamic exclusion time was set to 60 s and automatic gain control was set to 1x10^6^ and 5.000 for Orbitrap-MS and LTQ-MS/MS scans, respectively. The database search against the human subset of the SwissProt protein database was done using the software Mascot Distiller (Matrix Science). A maximum of two missed cleavages was allowed and the mass tolerance of precursor and sequence ions was set to 10 ppm and 0.35 Da, respectively. Methionine oxidation, acetylation (protein N-terminus) and propionamide (C) were used as variable modifications. A significance threshold of 0.05 was used based on decoy database searches.

### Immunoprecipitation assay, on-bead crosslinking and crosslinking analysis

The immunoprecipitation for the crosslinking experiment was performed as previously described but in a larger scale: 10^7^-10^8^ transfected cells and a ~ 100 mg of protein lysate. The crosslinking reaction on-beads was performed following the protocol used in previous publication (38).

The crosslinked peptides were pre-fractionated by a strong cation exchange (PolySULFOETHYL A™ column, PolyLC INC.) or by size exclusion chromatography (Superdex™ 30 Increase 3.2/300 column, GE Healthcare) on an Agilent 1260 Infinity system. LC-MS analysis was performed using an UltiMate 3000 RSLC nano LC system coupled on-line to an Orbitrap Fusion Lumos mass spectrometer (Thermo Fisher Scientific). Reversed-phase separation was performed using a 50 cm analytical column (in-house packed with Poroshell 120 EC-C18, 2.7µm, Agilent Technologies) with 80–120 min gradient. Crosslink acquisition was performed using a LC-MS2-MS3 method. The following parameters were applied: MS resolution 120,000; MS2 resolution 60,000; charge state 4–8 enable for MS2. Data analysis was performed using XlinkX standalone (39) with the following parameters: minimum peptide length = 6; maximal peptide length = 35; missed cleavages = 3; fix modification: Cys carbamidomethyl = 57.021 Da; variable modification: Met oxidation = 15.995 Da; DSSO crosslinker = 158.0038 Da (short arm = 54.0106 Da, long arm = 85.9824 Da); precursor mass tolerance = 10 ppm; fragment mass tolerance = 20 ppm. MS2/MS3 spectra were searched against a reduced UniProt human database derived from proteins identified by a standard proteomic measurement (containing 656 protein sequences). Results were reported at 1 % FDR at crosslinked spectrum match (CSM) level. The threshold for the n-score of MS2 and MS3 was set to <10^-10^ and <10^-13^ for peptide a and b, respectively.

## Results

### CD4^+^ T cell specific deletion of CD2BP2/U5–52K compromises T cell development

Given CD2BP2/U5–52K´s role in embryonic development and in maintaining cellular integrity in the kidney (26), we asked whether CD2BP2/U5–52K would compromise the differentiation and functional integrity of T cells, a cell type that employs a stringent differentition program after birth. We crossed CD2BP2/U5–52K^flox/flox^ mice, described in our previous publication (26), with CD4-Cre mice (28). To validate the lack of CD2BP2/U5–52K in CD2BP2/U5–52K^f/f^ CD4-Cre^tg^ mice, referred as conditional knockout (cKO), we performed a RNA quantitative analysis via RT-qPCR on different subpopulations from thymus and peripheral organs (spleen and lymph nodes). Thymic double negative CD4^–^-CD8^-^ (DN), double positive CD4^+^-CD8^+^ (DP), single positive CD4^+^ and CD8^+^ cells as well as peripheral CD4^+^ T cells were isolated (**Supplementary Figure 1A**). The data shows that *CD2BP2/U5–52K* transcript is barely expressed in single positive (SP) T cells of CD2BP2/U5–52K^f/f^ CD4-Cre^tg^ mice in both thymus and peripheral organs (**Supplementary Figure 1A**). Thymi from cKO (CD2BP2/U5–52K^f/f^ CD4-Cre^tg^) and control (CD2BP2/U5–52K^wt/f^ CD4-Cre^tg^) mice do not show apparent differences in neither size/morphology (**Supplementary Figure 1B**) nor in the total cell count (control: 172.42 ± 21.29 x 10^6^ and cKO: 152.82 ± 13.21 x 10^6^, P > 0.05). However, the data of both single positive (SP) T cell subsets of cKO, CD4^+^ and CD8^+^, reveals a drastic reduction in the number and percentage of cells (**Figures 1A–C**; **Supplementary Figures 1C, D**), potentially arising from a dysfunction in differentiation, proliferation and/or apoptosis. We then assessed the expression of the activation markers CD69^+^ and CD5^+^ in DP cells, knowing that both markers are up-regulated during positive selection, a period where presentation of self-MHC-peptide to the αβTCR occurs. The analysis of the quadruple positive population (CD69^+^, CD5^+^, CD4^+^, CD8^+^), as represented in **Figures 1D, E**, shows a mild but significant reduction of T cells in the cKO mice in comparison to control mice. Additional comparisons with mice not expressing Cre (CD4-Cre^-^) validated our results since they show a comparable phenotype to the control group (**Supplementary Figures 1C, D**).

**Figure 1:**
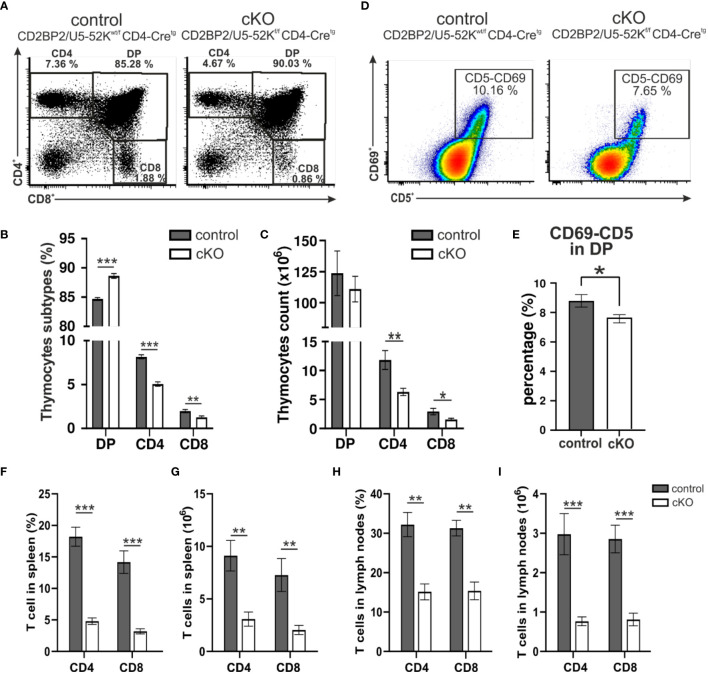
Analysis of T cells. **(A)** A representative flow cytometric dot plot of T cells from the thymus of a control mouse (CD2BP2/U5-52K^wt/f^ CD4-Cre^tg^) and a conditional knockout (cKO) mouse (CD2BP2/U5-52K^f/f^ CD4-Cre^tg^) is shown. The representation shows percentages of three subpopulations: single positive CD4^+^ (CD4), single positive CD8^+^ (CD8), and double positive (DP). **(B)** Bar diagram representing the percentage of CD4, CD8 and DP subpopulations in thymus of control (n = 6) and cKO (n = 8) mice. **(C)** Bar diagram representing the cell count of the thymocytes subpopulation for control (n = 5) and cKO (n = 6). **(D)** A representative flow cytometric dot plot of quadruple positive T-cell subpopulation CD4^+^, CD8^+^, CD5^+^ and CD69^+^ is shown. **(E)** Bar diagram representing the percentage of quadruple positive T-cells subpopulation in thymus of control (n = 6) and cKO (n = 8) mice. **(F, H)** Bar diagrams representing the percentage of the CD3^+^-CD4^+^ and CD3^+^-CD8^+^ populations in spleen **(F)** and peripheral lymph nodes. **(G–I)** Bar diagrams representing the CD3^+^-CD4^+^ and CD3^+^-CD8^+^ populations cell counts calculated in spleen **(G)** and lymph nodes. All the bar diagrams represent the mean of values detected in control (n = 6) and cKO (n = 8) mice. The error bars represent the standard error (SEM). Statistical analysis was performed using GraphPad Prism, using non-parametric, unpaired Mann-Whitney test. p value description: *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; no stars: not significant.

In conclusion, thymocytes in mice lacking CD2BP2/U5–52K display a strong reduction in T cell count and frequency of CD4^+^ and CD8^+^ thymocytes. The ratio between CD4^+^ and CD8^+^ is not altered suggesting that CD2BP2/U5–52K ablation affects both SP populations equally. Furthermore, the mild reduction of CD69 expression in cKO mice suggests a potential alteration in the positive selection capability of naïve T cells in the absence of CD2BP2/U5–52K.

Subsequently, we investigated the consequences for mature T cells in the peripheral organs, spleen and lymph nodes. T and B cells from these organs were discriminated via staining of the surface markers CD3 and B220. The gating strategy is depicted in **Supplementary Figure 1E** (upper panel). Similar to what we observed in the number of matured cells in the thymus, both CD4^+^ and CD8^+^, are strongly reduced in the homozygous mice, when either comparing them to CD2BP2/U5–52K^wt/f^ CD4-Cre^tg^ (**Figures 1F–I**) or CD4-Cre^-^ control mice (**Supplementary Figures 2A–F**). In contrast, B cell numbers are not significantly changed in both spleen and lymph nodes. Consequently, the T/B cell ratio in peripheral lymphoid organs is considerably reduced. In conclusion, our data indicates that CD2BP2/U5–52K deletion at the early stage of DP development compromise the transition of this population to SP cells in the thymus, and that the reduction in CD4^+^ or CD8^+^ T cell numbers is exacerbated in the peripheral lymphoid organs. Considering that the lack of CD2BP2/U5–52K induces T cell lymphopenia in both spleen and lymph nodes (**Figures 1B, C, F–I**), we wondered whether the ratio between naïve and memory T cells in both CD4^+^ and CD8^+^ populations is affected in the absence of CD2BP2/U5–52K. Differences between naïve and memory T cells in cKO and control mice are shown as exemplary flow cytometric dot blots in **Figure 2A**; **Supplementary Figure 3A**, with a quantitative analysis of their relative abundancies shown in **Figure 3B** for T cells of the spleen and in **Figure 3C** for lymph node populations. The CD3^+^-CD8^+^ population lacking CD2BP2/U5–52K (cKO) shows a significant increase of both central memory T cells (TCM) and effector memory T cells (TEM) in comparison to control mice. Note as well the significant reduction of naïve T cells (TN) in cKO mice (**Supplementary Figures 3B, C** left). For CD3^+^-CD4^+^ lymphocytes the effect is less severe, with a significant increase of TEM observed in the spleen while in the lymph nodes, only TCM are significantly increased. Furthermore, a significant reduction of TN in the CD3^+^-CD4^+^ population is only detected in the spleen (**Supplementary Figures 3B, C** right).

**Figure 2:**
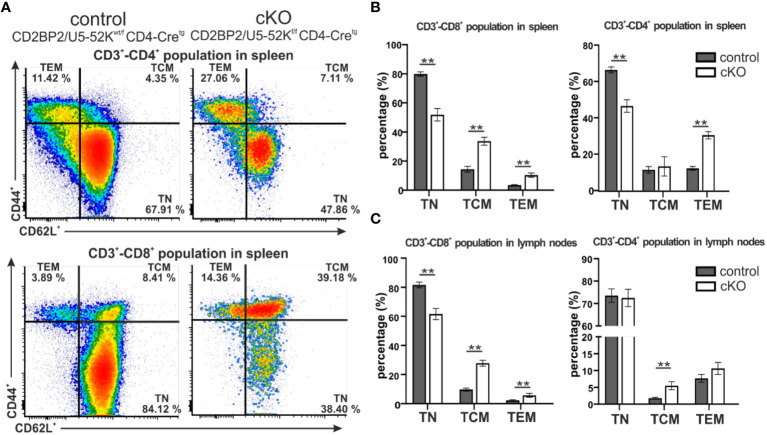
Analysis of naïve and memory T cells composition in spleen and peripheral lymph nodes. **(A)** Representative flow cytometric dot plots of T cells from spleen of control (CD2BP2/U5-52K^wt/f^ CD4-Cre^tg^) and cKO (CD2BP2/U5-52K^f/f^ CD4-Cre^tg^) mice. For the subtype selection CD62L and CD44 receptors in CD3^+^-CD4^+^ and CD3^+^-CD8^+^ populations were detected. The subtypes detected are naїve T cells (TN, CD62L^+^-CD44^-^), central memory T cells (TCM, CD62L^+^-CD44^+^), effector memory T cells (TEM, CD62L^-^-CD44^+^). **(B, C)** Bar diagrams representing the percentage of TN, TCM and TEM subtypes in control and cKO mice, in spleen **(B)** and lymph nodes **(C)**. All the bar diagrams represent the mean of values detected in control (n = 5-6) and cKO (n = 5-6) mice. The error bars represent the standard error (SEM). Statistical analysis was performed using GraphPad Prism, using non-parametric, unpaired Mann-Whitney test p value description: *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; no stars: not significant.

**Figure 3:**
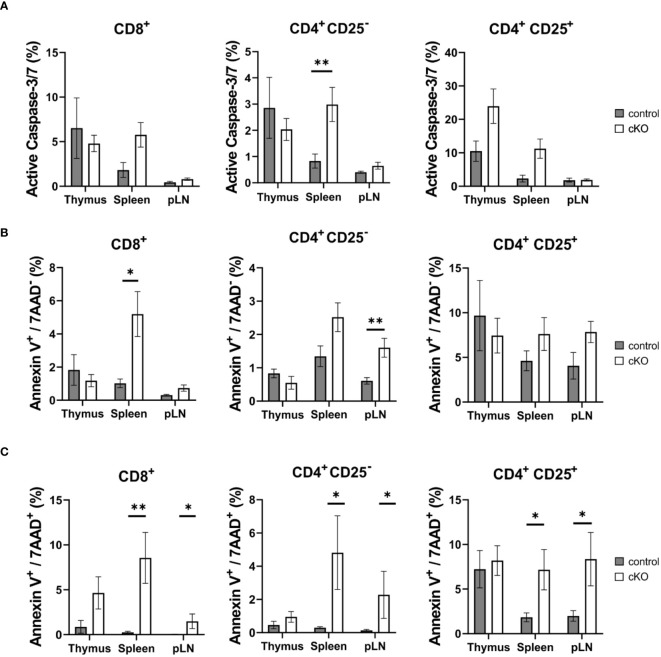
T cell apoptosis assay for CD8^+^, Tconv (CD4^+^-CD25^-^) and CD4^+^ Treg (CD4^+^-CD25^+^) derived from thymus, spleen and peripheral lymph nodes (pLN). From control mouse (CD2BP2/U5-52K^wt/f^ CD4-Cre^tg^, gray) and conditional KO (cKO, white) mouse (CD2BP2/U5-52K^f/f^ CD4-Cre^tg^) it was analyzed the caspase activity **(A)**, the early **(B)** and late **(C)** apoptosis. All the bar diagrams represent the mean of values detected in control (n = 5-6) and cKO (n = 7-8) mice. The error bars represent the standard error (SEM). Statistical analysis was performed using GraphPad Prism, using Mann-Whitney test. p value description: *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; no stars: not significant.

In conclusion, we could show that CD2BP2/U5–52K function influences differentiation and maturation of T cells in the thymus, reflected by lower relative and total numbers of T cells. The reduction of mature T cells is more prominent in the peripheral organs as the cKO/control ratio value of 0.53 for SP T cells in the thymus is reduced to 0.23 and 0.34 in spleen and peripheral lymph nodes, respectively. Moreover, mice lacking CD2BP2/U5–52K show an altered naïve/memory T cell compartment. In fact, both CD4^+^ and CD8^+^ populations in spleen and lymph nodes contain increased levels of of memory T cells in the cKO compared to the control, indicating a potential compensatory effect due to T cell lymphopenia (40).

### CD2BP2/U5–52K depletion in T cells increases apoptosis and blocks proliferation

Given the reduced number of T cells in the periphery, we asked the question whether T cells from homozygous cKO mice are more prone to apoptosis than those from control mice. We isolated CD8^+^, Tconv (CD4^+^-CD25^-^), and Treg cells (CD4^+^-CD25^+^) from thymus, spleen and peripheral lymph nodes from both control and cKO mice. We analyzed caspase 3/7 activity and Annexin V and 7AAD for the detection of early and late apoptotic events, respectively **Figures 3A–C**; **Supplementary Figure 4**). The detection of caspase activity and Annexin V (**Figures 3A, B**) indicates that the cKO T cells derived from the peripheral organs (spleen and lymph nodes) show increased apoptotic phenotypes in comparison to the control cells. This effect became even more evident when analyzing 7AAD staining, which indicates membrane rupture **Figure 3C**). For SP cells from the thymus we did not see significant differences between control and cKO cells, indicating that CD2BP2/U5–52K protein may still be available at this stage **Figure 3A**). Furthermore, we monitored cell growth of peripheral T cells by stimulating T cells *in vitro* with anti-CD3 antibodies and monitoring proliferation by CFSE staining. Strongly reduced proliferation of both, CD4^+^ and CD8^+^ T cells isolated from cKO mice was detected compared to the respective T cells from control mice (**Figures 4A, B**).

**Figure 4:**
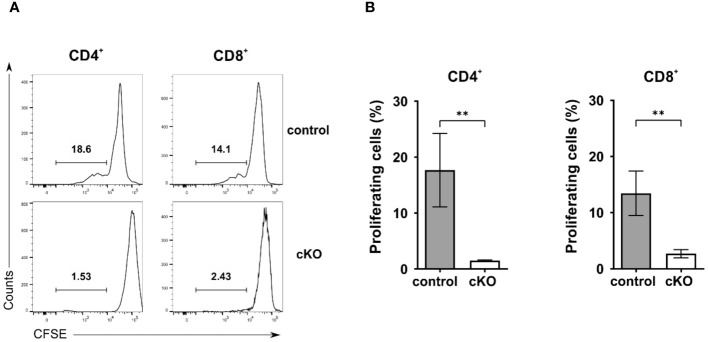
Proliferation analysis of T cells. A-B) Proliferation analysis of CD4^+^ and CD8^+^ T cells from control and conditional KO (cKO) mice. **(A)** Representative histograms and **(B)** summary bar graphs of CFSE-labeled CD4 and CD8 cells stimulated with anti-CD3 for 72 h. Bar diagrams represent the mean of values detected in cells from control (n = 5) and cKO (n = 5) mice. The error bars represent the standard error of mean (SEM). Mann-Whitney test was performed for statistical analysis using GraphPad Prism. p value description: **p ≤ 0.01.

### CD2BP2/U5–52K-deficient cells increase the expression of genes related to the p53 pathway

It has been previously shown that the lack of CD2BP2/U5–52K in mice leads to embryonic lethality during the period between E9.5-E11.5, coinciding with changes in RNA expression and splicing (26). To better understand the functional consequences of CD2BP2/U5–52K ablation for gene expression signatures, we performed RNA-sequencing analysis of CD4^+^ T cells derived from spleen and peripheral lymph-nodes of cKO and control mice (described in Material and methods section). 

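CD4+ T cells of spleen and peripheral lymph nodes from 3 cKO mice, in which CD4-Cre removes floxed CD2BP2/U5-52K, were compared with those of 3 Control mice. The Control libraries CTRL_1.2 and CTRL_3.4 came from wt/f mice that carry CD4-Cre, and CTRL_5.6 came from an f/f mouse without Cre. The cKO libraries are KO_7.8, KO_9.10 and KO_11.12. What the digits in these names stand for is not given in the sources used here. RNA was converted to libraries with a low-input kit and sequenced as paired reads. The authors trimmed adapters with cutadapt, aligned reads to the mouse genome GRCm38 with STAR, counted reads per gene with featureCounts and divided the counts of each library by its DESeq2 size factor. These normalized counts are the deposited values. All values of all 6 libraries came out as whole reads after multiplication by 1 factor per library, within 0.01 reads. Reads in genes were 62045576, 75606222 and 56995121 in CTRL_1.2, CTRL_3.4 and CTRL_5.6, and 69981159, 80655549 and 82286366 in KO_7.8, KO_9.10 and KO_11.12. The paper states its own average depth in the methods; the values here rest on the reads in genes. Genes were tested with limma on log2(normalized count + 1), among the 11001 genes with a symbol and a mean of at least 100 in either condition, so that fold changes of genes with low counts are slightly understated. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 1, as in the paper. In simulated libraries with the spread of these 6, 36% of genes changed 2-fold and 96% of genes changed 4-fold were called, with 3 calls among the unchanged of 11001 genes.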

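Cd2bp2 (ENSMUSG00000042502), which encodes the U5 snRNP assembly factor ablated in these mice, lies on chromosome 7 of GRCm38 from 127191660 to 127196050, on the minus strand. Its normalized count was 2613 ± 10.6 (SD, n = 3) in Control and 832 ± 81.4 (SD, n = 3) in cKO CD4+ T cells. The cKO level was 31.9% of the Control level. The log2 fold change was -1.65 (standard error 0.11, adjusted p = 0.00137 from limma). The counts were 2624, 2602 and 2612 in CTRL_1.2, CTRL_3.4 and CTRL_5.6, and 884, 874 and 738 in KO_7.8, KO_9.10 and KO_11.12, so that each cKO library lay below each Control library (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 libraries allow). Counts are summed over the whole gene, so reads from exons outside the floxed part are included.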

The analysis of the reads in coding exons of *CD2BP2/U5–52K* across both conditions confirms the low mRNA level of *CD2BP2/U5–52K* in the cKO mice sample in comparison to the control (**Figure 5A**). Moreover, *CD2BP2/U5–52K* expression is confirmed for the control condition (**Supplementary Figure 5A**-left) and was further validated by RT-qPCR experiments (**Supplementary Figure 5A**-right). Moreover, principal component analysis (PCA) indicates similarity among replicates of the same conditions (**Supplementary Figure 5B**). Therefore, we proceeded with the analysis of Differentially Expressed Genes (DEGs) between paired conditions, which identified 200 significant DEGs from a total of 10006 genes. Of those 200 DEGs, 39 (19.5%) are increased in the control mice, including *CD2BP2/U5–52K*, while the vast majority, 161, (80.5%) are increased in the cKO mice (**Figure 5B**; **Supplementary Figure 5C** and **Supplementary Table 1**). 

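The conditions overlapped along the first principal component. Over the 11001 tested genes, the first component held 50.96% of the variance and the second 32.15%. On the first component, KO_7.8 stood at 51.27, apart from KO_9.10 at -5.49 and KO_11.12 at -0.31, while the Control libraries lay at -21.89, -25.3 and 1.73. On the second component, CTRL_5.6 stood at 36.18 and the other Control libraries at 5.43 and 3.41, with KO_7.8 at -0.14, KO_9.10 at -26.2 and KO_11.12 at -18.67, so that all Control libraries lay above all cKO libraries there. Over the 500 genes of largest variance, the conditions overlapped along the second component as well, with KO_7.8 at 4.63 and the Control libraries at 1.87, 1.48 and 18.3. Pearson's r of log2 normalized counts across genes was 0.9953 between CTRL_1.2 and CTRL_3.4 and 0.9933 between KO_9.10 and KO_11.12. It was 0.9602 and 0.9664 between KO_7.8 and the other cKO libraries, and 0.984 between CTRL_3.4 and KO_9.10. Genes are not independent replicates, so these r describe the libraries only. Genes of myeloid cells were highest in KO_7.8. Of 15 measured members, fixed before the data were examined, the median log2 distance from the Control mean was 2.47 in KO_7.8, 0.29 in KO_9.10 and 0.68 in KO_11.12, and 0.61 in CTRL_5.6. For 30 cell cycle genes the medians were 1.2, -0.13 and 0.07 in the cKO libraries in that order. The 3 measured erythroid genes, all of hemoglobin, had medians of 2.23 in KO_7.8 and 2.67 in CTRL_5.6, and of -2.23 to -0.44 in the other libraries.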

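More genes rose than fell in cKO CD4+ T cells. The largest rises were in Dyrk3, which encodes a protein kinase (log2 fold change 4.48), the cyclin-dependent kinase inhibitor gene Cdkn1a, the costimulatory ligand gene Tnfsf4, the dynamin gene Dnm3 (3.95) and Psrc1 (3.49). Dyrk3 had a normalized count of 24.5 ± 7.8 in Control and 552 ± 68.2 in cKO (SD, n = 3), and Dnm3 of 58.5 ± 18.0 and 898 ± 88.9 (SD, n = 3). Among the largest falls were Gbp2b, a guanylate binding protein gene (-2.29), Prg4, which encodes lubricin (-1.84), Rnaset2a (-1.66), Cd2bp2, Gm14085 (-1.65), Tbc1d10b (-1.39) and the fatty acid desaturase gene Scd1 (-1.29). The counts of Gbp2b were 701 ± 307 in Control and 134 ± 28.5 in cKO (SD, n = 3), with an adjusted p of 0.0497 from limma. This adjusted p was above 0.05 with a pseudocount of 10 (0.0507) and with robust variances (0.0557). So it was with a mean of at least 100 in both conditions (0.0529) and with median-ratio rescaling (0.0523). It was also above 0.05 without any single library but CTRL_5.6 (0.0652 to 0.246). Without KO_7.8, Rnaset2a and Tbc1d10b kept the call, which they lost without any other library (adjusted p of 0.0842 to 0.157 and of 0.0518 to 0.195), and Scd1 lost it without any library (0.0578 to 0.194). Of the 11001 genes tested, 62 were called, 49 (79.03%) higher and 13 (20.97%) lower in cKO. In each of the 62 genes, all cKO libraries lay on one side of all Control libraries, which 24.1% of tested genes did against 10% by chance. At an adjusted p under 0.05 alone, 74 genes were higher and 33 lower. After quantile normalization 44 were higher and 20 lower. On the whole reads, edgeR's quasi-likelihood test called 61 genes, 47 higher and 14 lower, and DESeq2 called 236, 179 higher and 57 lower. Leaving out CTRL_1.2, CTRL_3.4 or CTRL_5.6 left 26, 27 and 34 calls, and leaving out KO_9.10 or KO_11.12 left 29 and 27.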

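Target genes of the tumor suppressor p53 were higher in cKO CD4+ T cells. Of 39 measured p53 targets on a list fixed before the data were examined, 10 were higher and none was lower at an adjusted p under 0.05 from limma (16 higher when adjusted over the list alone). The list holds genes that the paper names from these libraries, so for those it is not independent evidence. Psrc1, whose product binds microtubules, rose from a normalized count of 83.9 ± 11.0 in Control to 953 ± 124 in cKO (SD, n = 3), a log2 fold change of 3.49 (standard error 0.19). Polk, a DNA polymerase that copies damaged templates, had a log2 fold change of 0.95, the cyclin gene Ccng1 of 0.75 and the death receptor gene Fas of 0.68, with adjusted p of 0.0198, 0.0215 and 0.023 from the same test. The median log2 distance of the 39 genes from the Control mean was 0.42, 0.43 and 0.55 in KO_7.8, KO_9.10 and KO_11.12, and between -0.05 and 0.06 in the Control libraries. Against all other genes, the list stood higher (camera, adjusted p = 5.6e-09 over 31 lists). With an estimated correlation the p was 0.00625, and the adjusted p = 0.0969 with an estimated correlation did not pass 0.05. Without the genes named in the paper, its figures included, 3 of 30 targets were higher and none lower (camera, p = 0.00192, and p = 0.0244 with an estimated correlation). Trp53, which encodes p53 itself, had a log2 fold change of 0.49 (adjusted p = 0.138), and Mdm2, which encodes its ubiquitin ligase and is also a target, of 0.27, neither passing in limma. In DESeq2 on whole reads, Trp53 passed 0.05 (adjusted p = 0.0136), but in the authors' deposited DESeq2 comparison it did not (adjusted p = 0.0699).

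**Figure D1:**
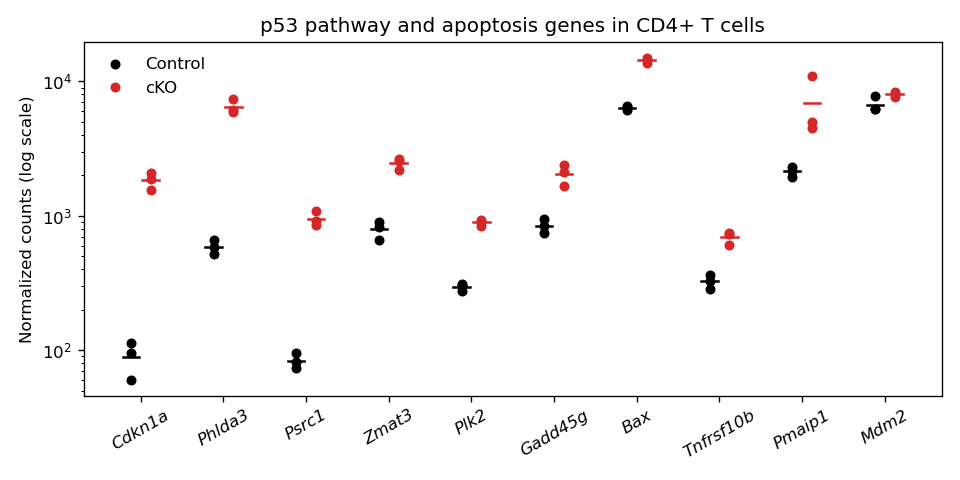
Normalized counts (log axis) of p53 pathway and apoptosis genes in the 3 Control (black) and 3 cKO (red) libraries. Points are libraries and lines are means; the cKO points lie above all Control points for each gene but Mdm2, and 1 cKO library stands apart in Pmaip1.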

To analyze if the genes with increased expression in the cKO mice are related to specific cellular pathway we used Enrichr program (34), which identified a significant enrichment of genes related to p53 pathway/activity (using BioPlanet, KEGG and Panther database, **Supplementary Figure 5D**). For a closer inspection we selected the 20 most significant DEGs, based on adjusted p-value (**Figure 5C**). Of those the most prominent proapoptotic genes identified are *Bax* (Apoptosis regulator BAX) and *Cdkn1a* (cyclin-dependent kinase inhibitor 1a). 

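The heat map's genes were called here too. Of its 20 genes, 20 passed, 17 higher and 3 lower in cKO, each in the direction of Figure 5C and with all cKO libraries on one side of all Control libraries. Besides the genes of the p53 pathway, they include Prpf3, a protein of the U4/U6 snRNP, with a normalized count of 3125 ± 259 in Control and 9837 ± 460 in cKO (SD, n = 3) and a log2 fold change of 1.66. Cd80, a costimulatory ligand, rose by a log2 fold change of 2.08, the guanylate cyclase subunit gene Gucy1b1 by 2.37, Drc1 by 2.88, Dglucy by 1.69 and the RNA methyltransferase gene Mettl16 by 1.33. Prg4 fell from 1203 ± 160 to 334 ± 19.7 and Gm14085 from 5216 ± 605 to 1659 ± 157 (SD, n = 3). Cavin1, a protein of caveolae, rose by 2.80, but its adjusted p from limma was 0.0577 without KO_9.10 and 0.0554 without KO_11.12. Tns4 rose by 3.01, with an adjusted p of 0.069, 0.0683 and 0.0878 without CTRL_3.4, KO_9.10 and KO_11.12. Of the 20 genes, 18 were also among the 20 of smallest p by limma. The paper picked the heat map's genes by adjusted p from the same libraries, so their calls here are not independent evidence.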

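Bax (ENSMUSG00000003873), on chromosome 7 of GRCm38 from 45461697 to 45466898, had a normalized count of 6387 ± 207 in Control and 14338 ± 502 in cKO CD4+ T cells (SD, n = 3). Its log2 fold change was 1.17 (standard error 0.08, adjusted p = 0.00137 from limma). Cdkn1a (ENSMUSG00000023067), on chromosome 17 from 29090976 to 29100727, rose from 89.5 ± 26.8 to 1841 ± 261 (SD, n = 3), a log2 fold change of 4.38 (standard error 0.26) with an adjusted p of 0.00137 in limma. Of 15 measured genes of the BCL-2 family, Bax was higher and none was lower in the test over all genes (3 higher when adjusted over the list alone). As a set the family stood higher (camera, adjusted p = 0.000769; adjusted p = 0.353 with an estimated correlation). Its antiapoptotic members Bcl2 and Bcl2l1 had log2 fold changes of 0.86 and 0.72, and Bcl2 had an adjusted p of 0.133. Without KO_7.8, Bcl2 reached 1.07 with an adjusted p of 0.0468 from the same test, and it also passed 0.05 in DESeq2 on whole reads (adjusted p = 0.00455).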

BAX protein is part of the BCL-2 family and is known to trigger apoptosis via permeabilization of the mitochondrial outer membrane after p53 activation (41), while the gene *Cdkn1a* encoding for the protein p21 (Waf1, Cip1) is regulated by p53 to induce cell cycle arrest (42, 43). Moreover, in the same list less well characterized proteins with tumor suppressor activity and involved in the p53 pathway were identified such as the *Phlda3* (pleckstrin homology like domain, family A, member 3) (44) and *Plk2* (Polo like kinase 2) (42). 

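Phlda3 (ENSMUSG00000041801), a p53-regulated inhibitor of AKT signaling, lies on chromosome 1 of GRCm38 from 135766119 to 135769136. Its normalized count was 589 ± 66.7 in Control and 6497 ± 801 in cKO (SD, n = 3), a log2 fold change of 3.46 (standard error 0.13, adjusted p = 0.00031 from limma). Plk2 (ENSMUSG00000021701), on chromosome 13 from 110395046 to 110400844, rose from 297 ± 17.4 to 896 ± 45.6 (SD, n = 3), with a log2 fold change of 1.59 (standard error 0.13, adjusted p = 0.00354 from limma). In both genes the lowest cKO library lay above the highest Control library. The paper reports an enrichment of p53 pathway genes among the genes increased in the cKO. It describes Bax and Cdkn1a as proapoptotic genes, and Phlda3 and Plk2 as part of the p53 pathway.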

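Zmat3, a zinc finger protein gene induced by p53, rose from a normalized count of 796 ± 122 in Control to 2468 ± 232 in cKO CD4+ T cells (SD, n = 3), a log2 fold change of 1.64 (standard error 0.15, adjusted p = 0.00575 from limma). Gadd45g, a stress-induced growth arrest gene, rose from 841 ± 103 to 2059 ± 368 (log2 fold change 1.28), and the death receptor gene Tnfrsf10b from 327 ± 38.0 to 696 ± 77.0 (log2 fold change 1.09), all as SD with n = 3. Their adjusted p were 0.0237 and 0.0378 in limma. Pmaip1, which encodes the BH3-only protein NOXA, had counts of 1963, 2148 and 2321 in CTRL_1.2, CTRL_3.4 and CTRL_5.6 and of 11044, 4531 and 5013 in KO_7.8, KO_9.10 and KO_11.12. Its log2 fold change was 1.56 (standard error 0.32), with an adjusted p of 0.0911 from limma that did not pass 0.05. It passed without KO_7.8 (log2 fold change 1.16, adjusted p = 0.01) and in DESeq2 on whole reads (adjusted p = 4.03e-05). Gadd45g lost its call without CTRL_1.2, CTRL_3.4 or CTRL_5.6 or KO_9.10, with adjusted p of 0.147, 0.0947, 0.0835 and 0.119, and Tnfrsf10b without any library but KO_7.8, with adjusted p of 0.196, 0.123 and 0.098 without the Control libraries in the same order and 0.176 and 0.166 without KO_9.10 and KO_11.12. Of 53 measured genes of apoptosis, Fas and Tnfrsf10b were higher and none was lower (3 higher when adjusted over the list alone; camera, adjusted p = 0.0359, and adjusted p = 0.382 with an estimated correlation), a call that was lost with no filter on low counts (adjusted p = 0.0915) and without CTRL_5.6 (adjusted p = 0.127), KO_9.10 (adjusted p = 0.0967) or KO_11.12 (adjusted p = 0.0612).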

Additional apoptotic genes with significant increases in gene expression in the cKO were identified as *Gadd45g*, *Tnfrsf10b*, *Pmaip1* and *Zmat3*, encoding for the proteins GADD45G (growth arrest and DNA damage-inducible protein GADD45 gamma), DR5 (Death Receptor 5), NOXA (Phorbol-12-myristate-13-acetate-induced protein 1) and PAG608/WIG1 (Zinc finger matrin-type protein 3), respectively (45–48).

**Figure 5:**
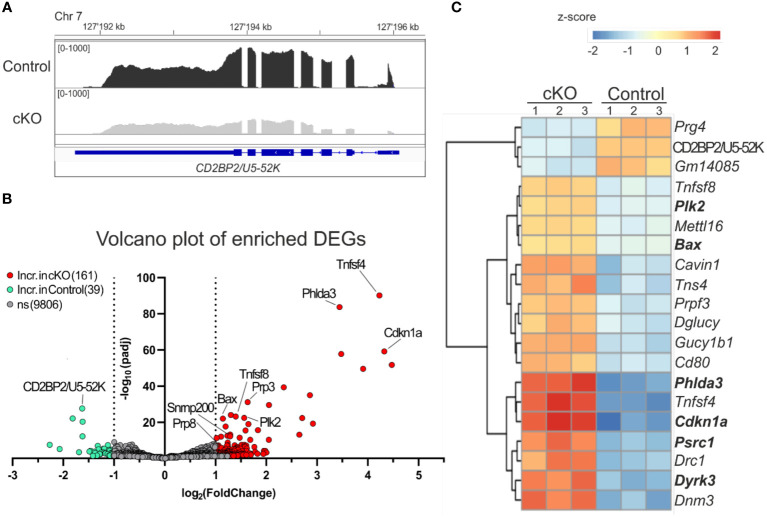
Analysis of differentially expressed genes. **(A)** IGV representation of the read counts sum of *CD2BP2/U5-52K* gene in gray for cKO (CD2BP2/U5-52K^f/f^ CD4-Cre^tg^) and in black for Control (CD2BP2/U5-52K^wt/f^ CD4-Cre^tg^ and CD2BP2/U5-52K^f/f^ CD4-Cre^-^) mice samples. The read count of the three samples per conditions were merged using Samtools software. The CD2BP2/*U5-52K* gene structure is schematically represented in blue, the larger lines represent the exons. **(B)** Volcano plot representation of the Differential Expression Genes (DEGs) detected in the RNA-seq analysis. The significant genes are increased in the Control samples (green) or in the cKO samples (red), which has a padj value < 0.05 and a log2(foldchange) >± 1|. **(C)** Heat map of the 20 most significant DEGs, based on the p-value adjusted, detected between the two conditions. Analysis and visual representation performed with DESeq2 software in R.

Interesting, we detected two cytokine genes *Tnfsf4* and *Tnfsf8* (Tumor necrosis factor ligand superfamily members 4 and 8, respectively) in the list of the 20 most significant DEGs. Both proteins are implicated in memory T cell development (49, 50), which is in agreement with the increased amount of these cell types found in the cKO mice (**Figures 2B, C**). 

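Tnfsf4 (ENSMUSG00000026700), which encodes OX40 ligand, lies on chromosome 1 of GRCm38 from 161395409 to 161418410. Its normalized count was 90.9 ± 9.6 in Control and 1726 ± 242 in cKO CD4+ T cells (SD, n = 3), a log2 fold change of 4.23 (standard error 0.17, adjusted p = 0.00031 from limma). Tnfsf8 (ENSMUSG00000028362), which encodes CD30 ligand, lies on chromosome 4 from 63831308 to 63861347 and rose from 5626 ± 493 to 15051 ± 529 (SD, n = 3), a log2 fold change of 1.42 (standard error 0.09, adjusted p = 0.00137 from limma). The receptor gene Tnfrsf4, which encodes OX40, had counts of 17935 ± 6515 and 26281 ± 5734 (SD, n = 3), a log2 fold change of 0.60 (standard error 0.30).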

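Genes of memory and effector CD4+ T cells were higher in the cKO. Of 25 measured genes on a list fixed before the data were examined, 6 were higher and none was lower at an adjusted p under 0.05 from limma (15 higher when adjusted over the list alone). These were Tnfsf4 and Tnfsf8, the calcium-binding protein gene S100a6 (log2 fold change 1.32), the annexin gene Anxa2 (1.04), the galectin gene Lgals1 (0.81) and Id2 (0.67), a transcriptional regulator of effector cells. The list holds the 2 cytokine genes that the paper picked from these libraries, and for them it is not independent evidence. Against other genes, the list stood higher (camera, adjusted p = 3.3e-10; adjusted p = 0.208 with an estimated correlation). Of 17 genes of naive T cells, 1 was higher and none was lower (1 higher and 2 lower when adjusted over the list alone). The log2 fold change was negative in 13 of the 17, with a median of -0.21 (camera, adjusted p = 0.115). The adjusted p from camera was 0.0124 without CTRL_1.2, 0.0261 without KO_11.12 and 0.623 without CTRL_5.6. The higher gene was Igfbp4 (1.07). The transcription factor genes Foxp1 and Satb1 had log2 fold changes of -0.56 and -0.42 that did not pass the test over all genes. Lists of other cell types differed between the conditions as well. B cell genes had a median log2 fold change of -0.76 over 17 genes (camera, adjusted p = 0.000769; adjusted p = 0.609 with an estimated correlation), and 7 genes of CD8+ T cells of 1.03 (camera, adjusted p = 0.0083; adjusted p = 0.365 with an estimated correlation). Genes of myeloid cells (median 1.2 over 15 genes, adjusted p = 0.002), dendritic cells (0.915 over 8, adjusted p = 0.0026) and NK cells (0.431 over 7, adjusted p = 0.0118) were higher as well by camera. With an estimated correlation their adjusted p were 0.609, 0.382 and 0.365, and without KO_7.8 the myeloid and NK cell lists did not pass (adjusted p = 0.0908 and 0.0582).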

In conclusion, our results indicate that CD2BP2/U5–52K KO T cells, once they have reached the peripheral lymphoid organs, have acquired a state where they can compensate for the splicing defects in the absence of CD2BP2/U5–52K to a certain extent. However, the observed increase in apoptosis and reduction in proliferation raises the question of whether splicing defects can account for the observed phenotype.

### CD2BP2/U5–52K regulates the skipping of exons in many apoptosis-relevant genes

Given the primary role of CD2BP2/U5–52K as a splicing factor we decided to analyze the Differential Splicing Variants (DSVs) affected by the lack of CD2BP2/U5–52K. Our approach [using rMATS (33)] identified several splicing events including skipped exon (SE), retained intron (RI), alternative 3’ or 5’ splice sites (A3SS ad A5SS) and mutually exclusive exons (MXE). 

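Splicing was read from the authors' rMATS tables of the same 6 libraries. For each event, rMATS counts the reads that include the alternative part and those that skip it, on junctions and in exons, and gives the inclusion level Ψ. The tables hold the 3 values of a condition without library names, so the libraries are called listed 1, 2 and 3 here. At the tested skipped exon events, Control libraries had 24822280 to 35038814 reads and cKO libraries 30312054 to 39435807. Skipping reads made up 5.75%, 5.73% and 5.75% of them in Control and 6.08%, 5.97% and 5.96% in the cKO. The test for each event was a quasi-binomial logistic model of inclusion against skipping counts, with dispersions moderated across events, over events with a mean of at least 20 reads in both conditions. An event was called a DSV at a Benjamini-Hochberg FDR under 0.01 within its class and an absolute ΔΨ of at least 10 points, the paper's thresholds. In simulated counts for the 39173 skipped exon events, 24% of events changed by 10 points, 66% of those changed by 20 points and 88% of those changed by 30 points were called, with 1 call among the unchanged. The prior of the dispersion was restricted after the data had been seen to events whose rarer form has a mean of at least 5 reads per library, because a prior over all events recovered 0% of these simulated changes. With that first prior, 388 skipped exon events were called in place of 206. As it called more real events but recovered no simulated change, the simulated counts did not behave like the real ones under it. They cannot decide between the priors, and the recovered shares hold for simulated counts only.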

We used a count threshold to verify the quality of the data as described in the Materials section. From a total of 55372 splicing events identified from a total of 8192 genes, 726 DSVs were considered significantly different for the two conditions. Thus 1.3 % of the total splicing events detected in CD4^+^ T cells are influenced by CD2BP2/U5–52K function. Of those, the SE events are the most abundant with 535 significant hits, 73.7 % of all the DSVs detected (**Supplementary Figure 6A**; **Supplementary Table 2**). 

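Skipped exons were the most frequent class of DSV. In CD4+ T cells, 206 skipped exon events in 160 genes were called, of 39173 tested. The other classes gave 31 mutually exclusive exons, 20 alternative 5' splice sites, 18 alternative 3' splice sites and 4 retained introns. Over all classes, 279 of 55912 tested events in 8192 genes were called, 0.499% of the events, and 73.84% of the calls were skipped exons. As a share of the tested events of its class, skipped exons did not stand highest. The share called was 0.526% for skipped exons, 1.08% for alternative 5' and 0.584% for alternative 3' splice sites. It was 0.323% for mutually exclusive exons and 0.181% for retained introns. Called events lay in 199 genes. The skipped exon calls cover 196 distinct exons, as several events can share 1 exon. Among them were exons of the splicing regulators Hnrnpc, whose exon on chromosome 14 of GRCm38 from 52098015 to 52098040 had an inclusion level of 72.1% in Control and 59.6% in the cKO (FDR 1.91e-08), Hnrnph2 (45.4% and 56.8%) and Clk4 (38.8% and 26.1%). T cell surface proteins were among them as well, with Cd200 at 54.4% in Control and 32.7% in the cKO, Slamf6 at 88.1% and 74.1%, and Tnfrsf9 at 54.6% and 42.4%. The authors' deposited FDR at the same thresholds marks 726 events, 535 of them skipped exons, and 201 of the 206 skipped exon calls are among these. A limma test on the log odds of inclusion called 2 skipped exon events and 0 of the other classes, where 3456 skipped exon events had an unadjusted p under 0.05 in the quasi-binomial model. Leaving out 1 library gave from 136 (without Control listed 1) to 208 (without cKO listed 1) skipped exon DSVs.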

From all the observed SE events, the difference of the percentage spliced-in variants (∆ψ) represents the difference between the two conditions (control versus cKO). The majority of hits have a positive value (444 out of 535, ~ 83 %) indicating that for CD4^+^ T cells the lack of CD2BP2/U5–52K leads to an increased number of skipped exons (**Figures 6A, B**). 

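Most called exons were included less often in cKO CD4+ T cells. Of the 206 skipped exon DSVs, 169 had a lower inclusion level in the cKO, 82.04% (95% Wilson interval 76.23% to 86.68%). The remaining 37 had a higher one. The interval takes events as independent, though several share an exon or a gene, and it does not measure the spread between libraries. With 1 event per exon, 113 of 142 DSVs were lower in the cKO (79.58%). The median absolute ΔΨ of called events was 0.157, and the median ΔΨ of all tested events, Control minus cKO, was 0.00176, with 65.54% of them above 0. The largest loss was in Prdm2, which encodes a histone methyltransferase, with an inclusion level of 89.0% ± 19.0 in Control and 9.63% ± 2.94 in the cKO (SD, n = 3) for the exon on chromosome 4 of GRCm38 from 143131710 to 143136099. Fkbp1a, which encodes the immunophilin FKBP12, went from 89.7% to 24.0%, the activating receptor gene Cd226 from 65.4% to 13.5% and the transcription factor gene Foxo3 from 100% to 51.8%. Exons of the repressor gene Zbtb20 and of the noncoding RNA Pvt1 were also among the 10 with the largest loss. Inclusion rose most in Maf1, a repressor of RNA polymerase III (22.8% ± 1.41 in Control and 60.1% ± 2.78 in the cKO, SD, n = 3), Tmbim6, an inhibitor of BAX-driven cell death (8.95% and 42.6%), Lrmp (14.3% and 41.1%) and the kinase gene Cdk11b (26.0% and 44.4%). In 199 of the 206 events the libraries of the conditions did not overlap, which holds for 10.8% of tested events and for 10% by chance. With a ΔΨ of at least 20 points, 53 of 56 events were lower in the cKO. From the share of positive ΔΨ values, the paper concludes that the lack of CD2BP2/U5-52K leads to more skipped exons in CD4+ T cells.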

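The other classes held 73 called events, and their direction differed by class. Of 18 alternative 3' splice site DSVs, 15 had a lower inclusion level in the cKO, and of 20 alternative 5' splice site DSVs, 15 had a higher one. The 31 mutually exclusive exon DSVs divided into 16 and 15, and of 4 retained introns 3 were more retained in the cKO. At the authors' deposited FDR, inclusion was lower in the cKO for 40 of 51 alternative 3' splice sites, 18 of 41 alternative 5' splice sites, 36 of 77 mutually exclusive exons and 6 of 22 retained introns. Hnrnpc, an RNA-binding protein gene, had the most significant alternative 3' splice site, with an inclusion level of 54.1% ± 1.94 in Control and 26.2% ± 1.67 in the cKO (SD, n = 3). For Pnisr, another gene of an RNA-binding protein, the levels were 72.3% and 100%. At alternative 5' splice sites, the zinc finger gene Zfp445 went from 25.5% to 56.0% and the calcium channel gene Itpr1 from 29.7% to 57.1%. Retention of an intron in Med12, a subunit of the Mediator complex, rose from 61.6% ± 1.59 to 85.1% ± 4.5, while that of an intron in Lrmp fell from 34.2% ± 4.03 to 11.2% ± 2.08 (SD, n = 3). Among mutually exclusive exons, a pair in Tfdp2 went from 18.6% to 55.3%. Leaving out Control listed 2 left 18 mutually exclusive exons and 10 alternative 3' splice sites. Alternative 5' splice sites fell to 8 without Control listed 3 and 7 without cKO listed 2, and retained introns rose to 8 without cKO listed 1.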

Considering the low number of differential splicing events in the RI, A3SS, A5SS and MXE categories (**Supplementary Figure 6B**), an in-depth analysis was performed uniquely for the SE data. In this case, to seek whether CD2BP2/U5–52K exerts specificity at the transcript level we analyzed the data with regard to recurrent sequence motifs, splice site strength, intron retention and intron-exon length. By using STREME (36) analysis of the alternatively spliced exon sequences, a single motif of the sequence 5’-CCGTTA-3’could be defined as slightly enriched for the SE hits in comparison to the whole set of SE (p-value of 0.013, **Supplementary Figure 6C**). The enrichment percentage for this sequence motif is 3.8 %, indicating that the large majority of SE events seen in cKO cells is not caused by RNA sequence recognition. Similarly, no relevant difference was detected for the strength of the 3’ and 5’ splice sites adjacent to the skipped exon [using MaxEntScore (35)], or in intron retention [using iREAD (37)]. 

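The sequence CCGTTA was found in 3 of the 196 distinct called skipped exons, 1.53%, and in 184 of 30613 detected exons with a sequence, 0.601%. The exon sequences were taken on the transcript strand from annotated transcripts of GRCm38. The difference did not pass Fisher's exact test (two-sided, p = 0.115). For the exons called by the authors' deposited FDR, the count was 10 of 496 exons, 2.02% (p = 0.000888 from the same test). This counts exact matches of the published sequence and is no search for motifs.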

Finally, we analyzed the length of the skipped exons and adjacent introns comparing the CD2BP2/U5–52K enriched SE with all the detected SE. 

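Introns on both sides of the called skipped exons were longer than those beside detected exons. The upstream intron had a median length of 3643.5 bp over the 206 called events and 2335 bp over the 39173 detected events, a ratio of 1.56 (two-sided Wilcoxon test across events, with a p of 0.000423). The downstream intron had a median of 5476.5 bp against 2076 bp, a ratio of 2.64 (with a p of 2.42e-11 from the same test). Events of 1 gene are not independent, so calls were also permuted over genes (100000 permutations), which gave p = 0.00011 for the upstream and p = 1e-05 for the downstream intron, the smallest p they can give. The direction depended on the exons. Beside the 169 exons with lower inclusion in the cKO, the medians were 5138 bp upstream and 7415 bp downstream. Beside the 37 with higher inclusion, among them those of Maf1, Tmbim6 and Lrmp, the medians were 856 bp and 820 bp, ratios of 0.367 and 0.395 to all detected events (Wilcoxon p of 0.000381 and 0.000172; p = 0.00465 and 0.00199 by permutation over genes).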

There is a significant increased length of up- and downstream introns (**Supplementary Figure 6D**). This data points towards a structural or kinetic aspect of exon skipping in the absence of CD2BP2/U5–52K. No influence of exon length was observed.

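The called skipped exons were shorter than the detected ones, with a median length of 89 bp against 114 bp, a ratio of 0.781 (two-sided Wilcoxon test across events, p = 1.82e-07; p = 1e-05 from 100000 permutations over genes, the smallest they can give). For the 169 exons with lower inclusion in the cKO the median was 89 bp, and for the 37 with higher inclusion it was 109 bp, the latter not different from all detected exons (p = 0.162 by permutation over genes). Among the exons called by the authors' deposited FDR, the median was 108 bp (Wilcoxon p = 0.117; permutation p = 0.00212). Of the 196 distinct called exons, 104 (53.06%) had a length that is a multiple of 3, against 12015 of 30649 detected exons (39.2%; Fisher's exact test, p = 9.18e-05).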

**Figure 6:**
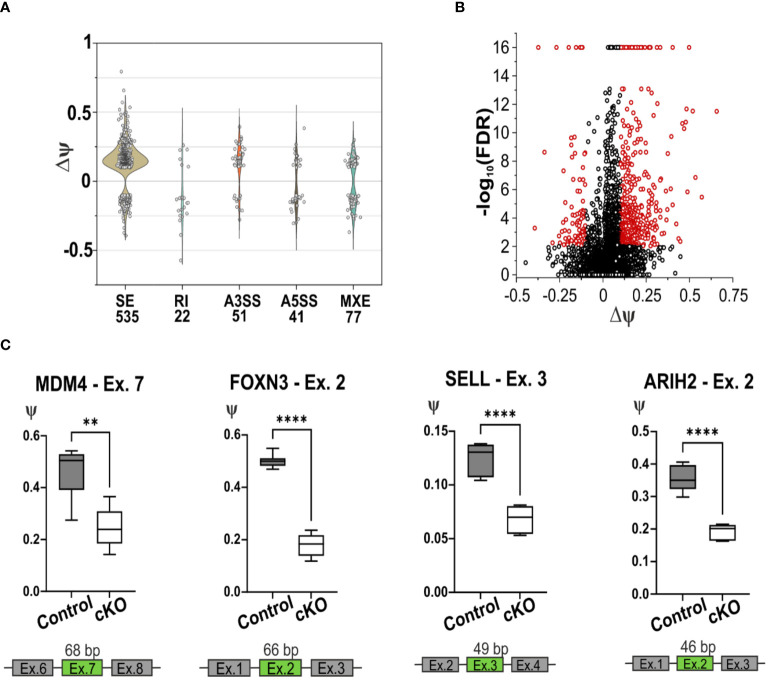
Splicing deficiency in cKO T cells. **(A)** Violin plot of the splicing events detected using rMATS software in the CD4^+^ T cells of cKO and Control mice. The x-axis represents the type and the quantity of significative splicing events, named Differential Splicing Events (DSVs), while the y-axis represents the difference of the percentage splice-in (∆ψ) detected in the two conditions, (ψControl – ψcKO). The splicing events are defined as Skipping Exon (SE), Retain Intron (RI), Alternative 3’ Splice Site (A3SS), Alternative 5’ Splice Site (A5SS), Mutually Exclusive Exons (MXE). **(B)** Volcano plot representation of the detected SE, in red are highlighted the significant events, FDR < 0.01 and |∆ψ| ≥ 0.1. **(C)** Graphic representation of the validated skipping exon events of the gene Mdm4, *Foxn3*, *Sell* and *Arih2*. In green are highlighted the exons that are alternatively spliced in cKO mice. Statistical analysis was performed using GraphPad Prism, using non-parametric, unpaired Mann-Whitney test. p value description: *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; ****p≤ 0.0001, no stars: not significant.

To independently confirm the most relevant hits from the RNA-seq derived data, RT-qPCR was performed, validating 7 out of 10 DSVs in the SE list (**Figure 6C**; **Supplementary Figures 6E–G**). This validation was obtained using RNA from CD4^+^ T cells from spleen and lymph nodes of cKO and Control mice. 

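Of 8 exons in Mdm4, Foxn3, Arih2, Ptprc, Sp100 and Stk19, located by their exon number and transcript in the annotation of GRCm38, 5 were called as DSVs in the skipped exon event with the most reads, all with a lower inclusion level in cKO CD4+ T cells. These are the exons of Mdm4, Foxn3, Arih2, Sp100 and Stk19. For Ptprc exons 4, 5 and 6, the event with the most reads was lower by 1.41, 8.42 and 2.42 points, under the 10 points of the call. Another event of the same exon was called for Ptprc exons 5 and 6. For Bcl11b, Vps37a and Cln3, the exons that the paper's primers target were not located here. Skipped exon events were called in each of these genes, and the event with the largest difference went from 91.3% in Control to 58.3% in the cKO in Bcl11b, from 98.8% to 74.6% in Vps37a and from 96.1% to 74.9% in Cln3. None of the 5 exons was called by limma on the log odds of inclusion, where the FDR lay between 0.1 and 0.321.

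**Figure D2:**
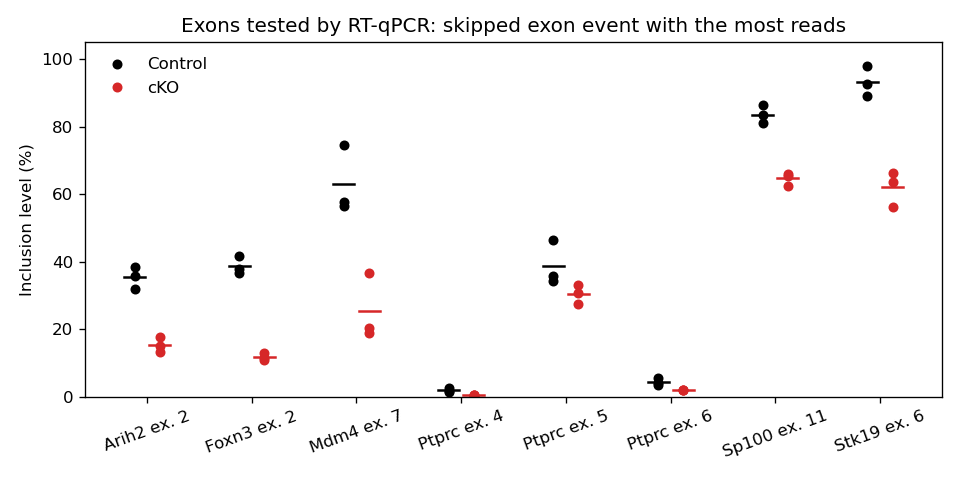
Inclusion level (%) of 8 exons tested by RT-qPCR, in the skipped exon event with the most reads, in the 3 Control (black) and 3 cKO (red) libraries of the RNA-seq data. Points are libraries and lines are means; Control points lie above cKO points for each of these exons.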

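Exon 2 of Foxn3, a forkhead transcription factor gene, spans 66 bp on chromosome 12 of GRCm38, from 99219598 to 99219663 on the minus strand. Its inclusion level was 38.7% ± 2.66 in Control and 11.9% ± 1.1 in cKO CD4+ T cells (SD, n = 3). The ΔΨ was 26.83 points with an FDR of 3.24e-19, from 843 inclusion and 950 skipping reads in Control and 377 and 1925 in the cKO. With another neighboring exon, the same exon went from 100% to 80.3% (FDR 0.000684).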

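Exon 6 of Stk19 spans 148 bp on chromosome 17 of GRCm38, from 34824514 to 34824661 on the minus strand. The transcript was taken from the annotation, as the paper's list of transcripts repeats the identifiers of Sp100 for Stk19. The inclusion level was 93.3% ± 4.51 in Control and 62.1% ± 5.26 in cKO CD4+ T cells (SD, n = 3), a ΔΨ of 31.26 points (FDR 8.31e-09). Reads were 661 for inclusion and 24 for skipping in Control, and 817 and 252 in the cKO. A shorter form of the exon, which starts at 34824582 and ends at the same base, went from 83.0% to 37.1% (FDR 6.51e-07).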

In all the selected SE events, the lack of CD2BP2/U5–52K induces skipping of the corresponding exons. One of the most relevant splicing variants detected by RNA-seq and validated by RT-qPCR is the skipping of exon 7 in the *Mdm4* gene, which encodes for a protein involved in regulating the p53 pathway. 

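Exon 7 of Mdm4 spans 68 bp on chromosome 1 of GRCm38, from 133004654 to 133004721 on the minus strand, and is part of 5 annotated transcripts, 4 of them protein coding. Its length is not a multiple of 3. The inclusion level was 62.9% ± 10.1 in Control and 25.4% ± 9.86 in cKO CD4+ T cells (SD, n = 3). The libraries stood at 57.7%, 74.6% and 56.6% in Control and at 36.8%, 20.4% and 19.1% in the cKO. The ΔΨ of 37.5 points had an FDR of 5.29e-10, and rests on 377 inclusion and 145 skipping reads in Control and 158 and 359 in the cKO. With another neighboring exon, exon 7 went from 100% in Control to 98.1% in the cKO. That event was not tested, as its mean of 19 reads in the cKO was under 20. The whole gene had a normalized count of 9307 ± 444 in Control and 9138 ± 1959 in the cKO (SD, n = 3). Its log2 fold change was -0.05 (standard error 0.15).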

Two isoforms of this protein exist, the long MDM4-FL and the short and unstable MDM4-S isoform, which lacks exon 7 and generates a premature stop codon. Between the two, only MDM4-FL is an efficient inhibitor of the apoptotic activity of the tumor suppressor protein p53 (51, 52). The RT-qPCR data validate the diminished presence of exon 7 in CD2BP2/U5–52K depleted T cells (**Figure 6C**), indicating a potentially increased protein expression of the MDM4-S isoform, as it was shown previously that mRNA and protein levels of MDM4 correlate (53). We could further confirm the skipping of exon 2 in the gene *Foxn3* upon loss of CD2BP2/U5–52K (**Figure 6C**). The gene encodes for the protein Forkhead box protein N3, which acts as a transcription repression and potent tumor suppressor (54). We also validated the skipping of exon 3 in *Sell* transcript, which encodes for CD62L or L-selectin. The alternative splicing of the 49 bp in the exon 3 generates two isoforms with different C-terminus, known as L-selectin-c and L-selectin-v1. The transcripts were shown to differ in the speed of T cell rolling and shedding upon PMA induction (55). Both transcripts are detected by the MEL14 antibody clone (55), indicating that interference with detection of CD62L in the naïve/memory T cells experiment should not be expected. Furthermore, the exon 2 of the gene *Arih2* was also differentially spliced, which encodes for tumor suppressor TRIAD1 protein (56).

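Exon 2 of Arih2 spans 46 bp on chromosome 9 of GRCm38, from 108629289 to 108629334 on the minus strand, a length that is not a multiple of 3. The inclusion level was 35.5% ± 3.34 in Control and 15.4% ± 2.2 in cKO CD4+ T cells (SD, n = 3), a ΔΨ of 20.11 points (FDR 2.23e-08). Its reads were 391 for inclusion and 537 for skipping in Control, and 278 and 1145 in the cKO. A second event of this exon, with at most 118 inclusion reads per condition, was not called (100% and 92.0%, FDR 0.305).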

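The variable exons 4, 5 and 6 of Ptprc lie on chromosome 1 of GRCm38, on the minus strand, at 138122456 to 138122584, 138120020 to 138120166 and 138117754 to 138117894, with lengths of 129, 147 and 141 bp that are multiples of 3. In the event with the most reads, each was included less in cKO CD4+ T cells, without overlap between the libraries. Exon 4 had an inclusion level of 2.01% ± 0.494 in Control and 0.598% ± 0.0151 in the cKO, exon 5 of 38.9% ± 6.69 and 30.5% ± 2.79, and exon 6 of 4.45% ± 1.06 and 2.03% ± 0.134 (SD, n = 3). The FDR were 3.55e-09, 1.45e-08 and 1.49e-09, so that these differences passed the test but not the 10 points of ΔΨ that make a DSV. The difference of exon 5 reached 10.7 points without Control listed 1 and fell to 4.59 points without Control listed 3. Among the other events of these exons, exon 5 next to the exon from 138115619 to 138115642 went from 58.1% to 37.7% (FDR 6.2e-14). Exon 6 next to the same exon went from 89.3% to 61.8% (FDR 2.97e-06). Another event of exon 4 went from 64.5% to 41.5% without overlap between the libraries. Its FDR of 0.0163 was above the 0.01 of the call, while the authors' deposited FDR was 0.00234.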

Many others DSVs, depicted in the **Supplementary Figure 6E**, were validated as for example the exons 4, 5 and 6 in the *Ptprc* transcript, encoding for CD45. Exons 4, 5 and 6 are variable cassette exons, and are known to be alternatively spliced in both human and mouse, which gives rise to 5 distinct isoforms involved in T cell signaling and development (57). The CD45 transcript without those exons encodes for the isoform CD45RO which is abundantly expressed in memory T cells (58), in line with the observations of increased amounts of memory T cells in the absence of CD2BP2/U5–52K (**Figure 2**). 

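Sp100 encodes a component of nuclear bodies. Its exon 11 spans 54 bp on chromosome 1 of GRCm38, from 85681086 to 85681139, and is part of 6 annotated transcripts, 4 of them protein coding. The inclusion level was 83.6% ± 2.66 in Control and 64.7% ± 1.91 in cKO CD4+ T cells (SD, n = 3). With 10359 inclusion and 1515 skipping reads in Control and 6884 and 2730 in the cKO, the ΔΨ of 18.91 points had an FDR of 1.06e-23. The gene's normalized count was 73610 ± 7407 in Control and 57134 ± 1549 in the cKO (SD, n = 3). Its log2 fold change of -0.36 (standard error 0.10) did not pass in limma (adjusted p = 0.159), but passed 0.05 in DESeq2 on whole reads (adjusted p = 0.0058). In the authors' deposited DESeq2 comparison, Sp100 did not pass (log2 fold change -0.29, adjusted p = 0.111).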

The splicing of *Sp100* is also affected by CD2BP2/U5–52K and we were able to validate the reduced level of exon 11 inclusion for this transcript. *Sp100* is implicated in transcriptional regulation of chromatin. Several *Sp100* human isoforms have been characterized, which mostly differ in their C-termini (59), while no mouse *Sp100* isoforms were reported so far. Finally, alternative splicing validation was performed on exon 6 of the *Stk19* transcript. The Stk19 protein was discovered to regulate NRAS activity, promoting oncogenic NRAS-mediated melanocyte malignant transformation (60).

### The role of CD2BP2 as a spliceosomal assembly factor

With the aim to confirm the role of CD2BP2/U5–52K in the spliceosome and to identify interaction partners we performed affinity-purification with and without subsequent crosslinking and then analyzed samples by mass spectrometry. We first deleted the CD2BP2/*U5–52K* gene in HEK cells via CRISPR/Cas9 (**Supplementary Figure 7A**). Subsequently, FLAG-tagged-U5–52K protein was transiently overexpressed in these cells. An immunoprecipitation assay (IP) using anti-FLAG resin was then used for enrichment of CD2BP2/U5–52K and potential binding partners. Proteins were eluted by an excess of FLAG-peptide and separated by SDS-PAGE (**Figure 7A**). The whole gel lane was excised into 26 bands and after tryptic in-gel digestion proteins were identified by liquid chromatography-mass spectrometry (LC-MS). Ranking all identified proteins detected in three IPs by their relative intensities using the corresponding iBAQ values (61) shows once again that CD2BP2/U5–52K captures proteins of the U5 complex with high abundancy (**Supplementary Figure 7B**). Those data confirm previous results that assign the protein to this particular snRNP (62). To confirm that direct contacts of U5–52K comprise mostly proteins of the U5 snRNP and in order to gain structural insights on the core CD2BP2/U5–52K complex, we performed an anti-FLAG IP under conditions of on-bead crosslinking by DSSO. After tryptic digest, the crosslinked peptides were enriched via ion exchange chromatography and analyzed using mass spectrometry. In total, four experiments were performed: two technical (TR1 and TR2) and two biological replicates (BR1 and BR2) (**Supplementary Table 3**). The visualization tool xiNET (63) allows the identification of the complex of proteins directly or indirectly crosslinked via CD2BP2/U5–52K (**Supplementary Figure 7C**). The complex of crosslinked proteins interacting with CD2BP2/U5–52K, identified across all technical and biological replicates were considered as part of the crosslinked CD2BP2/U5–52K complex (CCC) (highlighted in dark gray in **Table 1**) and a schematic representation is depicted in **Figure 7B**. Most of these proteins in the CCC are described as part of the 20S-U5 particle confirming that CD2BP2/U5–52K is part of this particular snRNP. Given the absence of almost all U4/U6 snRNP or tri-snRNP specific factors, with the exception of USP39, we conclude that CD2BP2/U5–52K dissociates from U5 upon stable tri-snRNP formation, as previously proposed (62). Interestingly, the recently discovered U5 snRNP assembly factor TSSC4 (64, 65), was identified in three out of four replicates.

**Figure 7:**
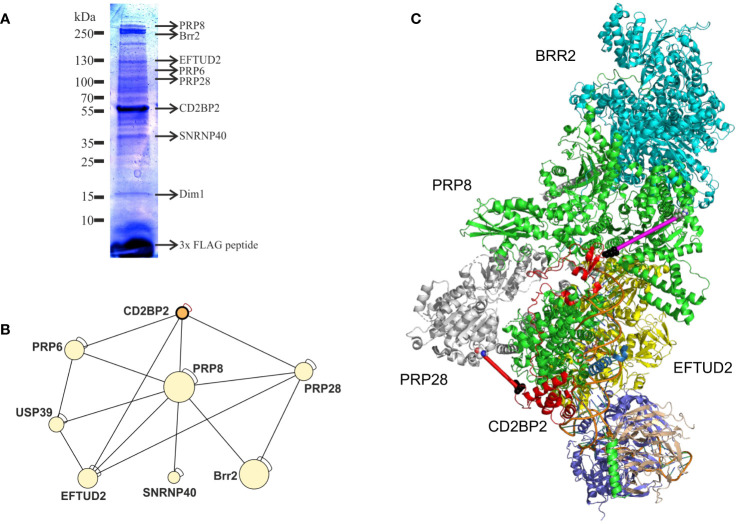
CD2BP2 is part of the U5 snRNP. **(A)**, Immunoprecipitation (IP) experiment. The proteins enriched in an IP against FLAG-tagged-U5–52K were separated using SDS-PAGE and after tryptic in-gel digestion proteins from individual bands were identified by mass spectrometry. Selected proteins that are part of the 20S U5 snRNP and the gel band in which they were identified are highlighted. **(B)** Graphic representation of proteins forming the crosslinked U5–52K complex (CCC). **(C)** Structure of the U5 snRNP with CD2BP2 shown in red. In order to be able to mark the cross-links of K188 of CD2BP2 to K385 of PRP28 (red line, 25.1 Å) we had to replace the only partially resolved structure of CD2BP2 in the experimental structure (8Q7X) by a contiguous fragment 64–200 from CD2BP2 obtained from AlphaFold 3 predictions of the CD2BP2/PRP8 complex. PRP8 is shown in green and the distance between D64 of CD2BP2 and K892 of the RT domain of PRP8 was determined to be 41.8 Å (shown as a magenta line). K892 displays a cross-link to K26, which is part of the intrinsically disordered domain of CD2BP2. However, this crosslink between K26 (CD2BP2) and K892 (PRP8) indicates that the N-terminus of CD2BP2 is oriented towards the RT domain of PRP8 and the helicase BRR2, thereby localizing proximal to one of the TSSC4 docking sites of PRP8.

**Table 1:** List of proteins found (x) in the crosslinked CD2BP2/U5-52K complex in technical (TR) and biological (BR) replicates.

	Protein name	TR1	TR2	BR1	BR2
20S U5 snRNP	U5-52K	x	x	x	x
	Brr2 - SNRNP200	x	x	x	x
	Prp28 - DDX23	x	x	x	x
	Prp6	x	x	x	x
	Prp8	x	x	x	x
	Snu114 - EFTUD2	x	x	x	x
	SNRNP40	x	x	x	x
	TSSC4	x		x	x
	Dim1 - TXNL4A				x
U5 snRNP assembly fact.	A2A2Q9 - AAR2		x		
U4/U6.U5 tri-snRNP	USP39 - SAD1	x	x	x	x
	SART1			x	x
B complex	IK - RED			x	x
Proteins involved in the spliceosome machinery	DHX38 - Prp16			x	x
	AQR				x
	ZRANB2				x
Proteins not associated with spliceosome machinery	BRIX1			x	x
	ACAD11			x	
	EAPP			x	
	BZW1				x
	SPEN	x			
	DYNC1I2			x	

The symbol x represents the identification of this protein in the crosslinked complex with CD2BP2/U5-52K.

To confirm a structural role of CD2BP2/U5–52K position in the U5 snRNP, we capitalized on the recently determined structures of the U5 snRNP (13, 14). We used an AlphaFold 3 (66) predicted structure of a complex between CD2BP2 and Prp8 and then replaced the CD2BP2 (partially) structured region (amino acids 64–230) in the U5 snRNP state IV structure (PDB: 8Q7X) (**Figure 7C**). Thereby, regions that are not resolved in the experimental structures, for example the loop 181–190, could be visualized, which helped to interpret the crosslinking data. Crosslinked peptides were considered relevant when identified in at least two out of the four replicates. Following those criteria, two regions of CD2BP2/U5–52K show crosslinking interactions with U5 snRNP proteins. The first region locates to the N-terminal part of CD2BP2/U5-52K, more precisely lysine 26, and shows interactions both with PRP6 (K585 within the HAT repeat 4) and PRP8 (K892 within the reverse transcriptase (RT)-like domain). This observation confirms previous studies that detected an interaction between PRP6 with the N-terminal region of CD2BP2/U5–52K (62). Furthermore, the placement of the N-terminus relatively close to the RT/Jab1 domain of PRP8 (**Figure 7C**, magenta line) anchors this part of CD2BP2/U5–52K close to the TSSC4 helix that docks onto PRP8, further suggesting that the two chaperones, CD2BP2/U5–52K and TSSC4 act in concert, at least during certain phases of assembly. The second region of CD2BP2/U5–52K that forms an intermolecular lysine crosslink is the loop 181–190 in the central part of CD2BP2/U5-52K, which crosslinked to PRP28 (K385, in proximity to the Q motif), EFTUD2 (K244, in the type-G domain) and PRP8 (K58). The crosslink to PRP28 is in agreement with the interface of the two molecules in the EM structure (**Figure 7C**, red line), while K244 of EFTUD2 is not compatible with the experimental complex. Again, the crosslink to PRP8 is very plausible, given that K58, which is at the very beginning of an unresolved stretch of PRP8, is succeeded by glutamate 59, which displays a Cα-Cα distance of 21.8 and 22.8. Å to K185 and K188, respectively. Interestingly, no relevant crosslinked peptides were identified for the C-terminal GYF domain of CD2BP2/U5–52K, which interacts with proline-rich peptides in SmB/B’ (67) and with Dim1 (19). This is in agreement with both reports on the U5 snRNP structure and is explained by the observation that placement of Dim1 as part of the tri-snRNP would be sterically hindered as long as the GYF domain of CD2BP2/U5–52K is bound.

## Discussion

### CD2BP2/U5–52K depletion alters splicing and transcription of genes involved in p53 signaling

CD2BP2/U5–52K impacts splicing and transcription of genes involved in the apoptotic response. We postulate that the cell death phenotype is caused by a splicing defect rather than an unanticipated role as a direct regulator of transcription or apoptosis. Transcript analysis shows that exon skipping is the main consequence of CD2BP2/U5–52K ablation, hinting at a limiting concentration of active spliceosomes. In line with this, neither specific RNA motifs nor differences in predicted splice site strength could be identified in the large set of skipped exons identified in the absence of CD2BP2/U5–52K. Several of the exon skipping events, some of which were confirmed via RT-qPCR, are linked to the p53 pathway. Of relevance, the alteration of exon 7 induces the formation of the MDM4-S (short) isoform, which in contrast to MDM4-FL (full-length isoform) is unable to inhibit p53 activity (52, 68) and leads to apoptosis. While we are missing the information at the protein level due to technical reasons, previous studies had shown that MDM4 mRNA and protein levels correlate during brain development (53). In this study, depletion of the pre-mRNA splicing regulator ARGLU1 resulted in upregulation of p53 by mis-splicing of MDM2 and MDM4. Along similar lines, other defects of the spliceosomal machinery, as the U4/U6.U5 tri-snRNP, or the absence of the splicing regulator PRMT5, have also been shown to influence the generation of MDM4-S (69, 70). Thus, MDM4 seems to qualify as a common target that senses splicing efficiency and once critical ratios of short-to-long isoform have been formed, commits cells to apoptosis. It is tempting to speculate that T cell apoptosis can be induced by MDM4-S isoform formation, indicating that the MDM4 splicing switch is functionally operative in immune cells. The absence of CD2BP2/U5–52K also alters the splicing of the *Arih2* and *Foxn3* genes, which encode for the tumor suppressor proteins TRIAD1 and CHES1, respectively (54, 56). TRIAD1 was shown to facilitate the degradation of MDM2, increasing the apoptotic activity of p53 (56), while CHES1 downregulates the expression of the oncogenic proteins PIM2 and E2F5 in cancer cells (71, 72). Little is known about the isoforms of Foxn3 and Arih2 but according to the Ensembl database transcripts containing exon 2 in either case may lead to nonsense mediated decay of the two proteins. Thus, in the absence of CD2BP2 when exon 2 is skipped, these two tumor suppressors are conceivably more active in promoting p53-mediated apoptosis of T cells.

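In the annotation of GRCm38 used here, exon 2 of Foxn3 is part of 1 transcript, which is annotated as a target of nonsense-mediated decay, and exon 2 of Arih2 of 2 transcripts, both annotated so. Foxn3 had a normalized count of 21885 ± 1102 in Control and 21980 ± 2072 in cKO CD4+ T cells (SD, n = 3), a log2 fold change of 0.0033 (standard error 0.10). Arih2 had 7466 ± 378 and 8998 ± 857 (SD, n = 3), a log2 fold change of 0.27 (standard error 0.10, adjusted p = 0.251 from limma).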

### Critical role of CD2BP2/U5–52K in cellular homeostasis

CD2BP2/U5–52K deletion in T cells results in a strong lymphopenia that is caused by reduced proliferation and enhanced apoptosis of T cells. The reduced proliferation we observed *in vitro* is in line with the increased expression of the cyclin-dependent kinase inhibitor *Cdkn1a*/p21^Cip1/WAF1^, which is a broad regulator involved in cell senescence, apoptosis and cell cycle arrest (42, 43, 73). Aside from *Cdkn1a*, the depletion of CD2BP2/U5–52K upregulates the apoptotic genes *Bax*, *Plk2*, *Phlda3*, *Gadd45g*, *Tnfrsf10b*, *Pmaip1*. *Bax* and *Pmaip1* (enconding for NOXA) are pro-apoptotic family members of the Bcl-2 family that lead to mitochondrial outer membrane permeabilization, the characteristic event of the intrinsic apoptosis pathway (74), while *Tnfrsf10b* (DR5/TRAIL-R2) is a death domain-containing receptor for TNF-related apoptosis inducing ligand (TRAIL) (75). Thus, presumably both, intrinsic and extrinsic apoptosis pathways are activated by *CD2BP2/U5–52K* deficiency. Furthermore, inducement of PLK2 and PHLDA3 in cKO cells indicate that the mTOR/AKT pathway might be attenuated as a consequence of p53 activation (44, 76). In line with our results, alterations in another U5 snRNP protein, EFTUD2, influences apoptosis via p53, in this case through exon skipping and mis-splicing of the *Mdm2* gene (77). Mutations in EFTUD2 result in mandibulofacial dysostosis indicating an increased sensitivity of craniofacial development for altered splicing efficiency (78). Thus, we hypothesize that mutations in genes of the U5 snRNP or other components of the general splicing machinery are especially detrimental to cells that require splicing for rapid differentiation, as for example during embryonic development (79) or during cellular reprogramming upon immune receptor stimulation (this study). Still, depletion of CD2BP2/U5–52K in podocytes, a fully differentiated cell type required for renal function, compromises cellular integrity, albeit at a time scale of several month rather than weeks (26).

As a consequence of T cell death, a reduced T cell compartment often results in so-called homeostatic proliferation that is associated with the upregulation of activation and memory markers (80). Despite the reduction in cell proliferation, a significant increase in percentage of memory T cells was observed, which is in line with the observation that the memory T cell phenotype might be protected against apoptosis by overexpressing the anti-apoptotic Bcl members Bcl-x(L) and Bcl-2 (81). Moreover, our RNA-seq data indicates that the *Ptprc* transcript encoding CD45RO (57), as well as the *Tnfsf4* and *Tnfsf8* genes (49, 50), typical markers for memory T cells, are considerably upregulated in cKO animals when compared to the control, in agreement with previous results (82).

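The Ptprc gene as a whole, which encodes CD45, had a normalized count of 233038 ± 16345 in Control and 229242 ± 20531 in cKO CD4+ T cells (SD, n = 3). Its log2 fold change was -0.03 (standard error 0.11) and did not pass the test in limma. Reads that join the exons on either side of exons 4, 5 and 6, as in the transcript of CD45RO, were counted by rMATS. They numbered 10888 over the 3 Control and 13635 over the 3 cKO libraries, not corrected for depth. All reads at the tested skipped exon events also lay higher in the cKO libraries (30312054 to 39435807) than in Control (24822280 to 35038814). The 2 counts alone therefore do not show a rise of this transcript in the cKO.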

The question that has not been addressed in this study is whether the originally proposed interaction between CD2 and CD2BP2/U5–52K is of relevance *in vivo*. Certainly, the phenotypes between CD2 and CD2BP2/U5–52K KO mice are very different. Ablation of CD2 does not lead to T cell death or a proliferation deficit (83) as it is seen for CD2BP2/U5–52K knockout mice. Thymic development is not markedly altered and thymic as well as peripheral T cell numbers are unchanged in CD2 knockout mice, in contrast to what is observed in this study. Thus, the impact of CD2BP2/U5–52K on cellular function is much more profound than for CD2, in line with those studies that show that splicing regulation is of great importance for the differentiation, proliferation and migration of T cells (84). It is of course possible that CD2 fine-tunes T cell responses by engaging CD2BP2/U5–52K, for example by sequestering the nuclear GYF protein away from the nucleus to the membrane. However, previous studies with HeLa cells co-expressing CD2 and CD2BP2/U5–52K did not indicate a substantial co-localization of the two proteins, with CD2BP2/U5–52K predominantly localizing to the nucleus (21). Therefore, if CD2 and CD2BP2/U5–52K are to interact, additional signals, for example during certain phases of T cell development, possibly in an activation-dependent manner, would have to be invoked. Given that the interaction between the GYF domain of CD2BP2/U5–52K and the two proline-rich sequences in CD2 is of relatively low affinity (15, 85), CD2 seems to be unable to independently serve as a hub for CD2BP2/U5–52K. In contrast, in the nucleus the concentration of proline-rich sequences containing the PPG motif is high given the many proteins that contain this signature in their unstructured tails. Consequently, it has been shown that for example the core splicing protein SmB/B’ recruits CD2BP2/U5–52K and the WW domain containing protein FBP21 to its C-terminal tail in living cells. Thus, while an accessory role of CD2BP2/U5–52K in the function of CD2 is well possible its core function is independent of CD2 and relates to its role as a splicing factor. Its role as critical factor for U5 snRNP biogenesis and recycling has recently be corroborated by the isolation and structural characterization of several stages of the U5 snRNP, which shows how CD2BP2/U5–52K interacts with central components of the maturing spliceosome, most prominently PRP8 (13, 14). We have independently performed crosslinking mass spectrometry experiments with the U5 snRNP and could confirm the structurally described interactions (**Figure 7C**). Interestingly, we also find regions of CD2BP2/U5–52K that are part of intrinsically disordered segments of CD2BP2/U5–52K (K26, K185, K188) to crosslink to components of the U5 snRNP, supporting a prominent role of the protein as a chaperone and assembly factor of the spliceosome.

In summary, CD2BP2/U5–52K deficiency in T cells leads to a functionally relevant increase of exon skipping which potentially gives rise to alterations in gene expression profiles. This results in reduced proliferation, and enhanced T cell death by apoptosis explaining the T cell lymphopenic phenotype of the cKO mice (**Supplementary Figure 8**). The skewed T cell homeostasis points to a differential requirement for splicing for memory T cells compared to naїve and effector T cells that could be exploited in therapeutic settings. Constraining the growth of over-proliferative T cells in T cell leukemia by inhibition of the U2 snRNP components SF3B1 marked a proof-of-principle of this concept (86). Potentially, splicing inhibition targeting U5 snRNP components such as CD2BP2/U5–52K, could be exploited in similar ways to restrict T cell growth in leukemia (86) or autoimmunity (87).

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE208003 (GEO).

# Supplementary material for: The nuclear GYF protein CD2BP2/U5–52K is required for T cell homeostasis
**Source:** Front Immunol. 2024 Sep 6;15:1415839. doi: 10.3389/fimmu.2024.1415839
**Supplement:** Supplementary file 1

## Supplementary material

### Supplementary list 1

Suppl. list 1 List of primers paired used for genotyping detection and qPCR analysis

| Primer pairs for qPCR | Forward sequence                  | Reverse sequence                |
|-----------------------|-----------------------------------|---------------------------------|
| Flox allele           | GGCGTTGAGGTTTGAGTTGT              | AACCCAGGAGTCATTTGCAC            |
| CD4-Cre               | CGATGCAACGAGTGATGAGG              | GCATTGCTGTCACTT GGTCGT          |
| CRISPR-Cas oligos 1   | CATTGTCTCCACGTGACT                | CCCGGGCTGTGTACAACCTTA           |
| CRISPR-Cas oligos 2   | GCTTTCAGGACCTCAGATTCTTAT          | CAAGGATAGAGGAAAGCCAGATTAG       |
| Sell – targeted ex.   | CCTCTTCATTCTGTAGCCGT              | CAAAACTGCAGCAGACTGTGGG          |
| Sell – control ex.    | TTT CTC AAA GAT CAA AGA AGG TGA C | TGC CAG CCA AAT GAG AAA TGC     |
| Bcl11b – control ex.  | ATGCAAGCAGCCCTTCAACA              | ATTGATGAGTGGGGACTGCG            |
| Bcl11b – targeted ex. | CCTCCACCTCCGTGATTACT              | GTGCAAATGTAGCTGGAAGGC           |
| Stk19 – targeted ex.  | GAACGCTGGGGTCTCTAC                | GGCCAGGAGCTCTGACA               |
| Stk19 – control ex.   | CTG TGA TGG CCG ACC ATG TG        | CGG GTC CCT GAA GCC ATA AG      |
| Ptpre – targeted ex.  | GACCCTATTTCTTAGGGGCACA            | CATCACTGGGTGTAGGTGTTT           |
| Ptpre – control ex.   | CACTGAATCCACACCCCCAA              | CACACCTGGTGGGTGAGTC             |
| Foxn3 – control ex.   | GACATTGATGCTGCCAGTGC              | GGCTGCCGTCATCCCA                |
| Foxn3 – targeted ex.  | CCA GGA GTG ATA CAA AAT GGA GCG   | TTA TGG CTG CCG TCA TCC CAA T   |
| Vps37a – control ex.  | TTGGAACATAGCTTGGAAGGC             | AGCTTCGTGTGCAGCTACTTT           |
| Vps37a – target ex.   | TTGGAACATAGCTTGGAAGGC             | TGAGTTCATGTTGCCCTTTGCAT         |
| Cln3 – target ex.     | TGACATCCTCAAGCAGGAGC              | GTGGAGATGGAGTTGCAGTCA           |
| Cln3 – control ex.    | GCC TTC ACT TGC TGC CTT AC        | CAC ACA GGC TTA ACC CCA CT      |
| Sp100 – control ex.   | ACTCAGCAGTGGGGATTCTG              | CTCCTCCTCTGTCTCTCTCA            |
| Sp100 – target ex.    | ACTCAGCAGTGGGGATTCTG              | TCCTGTCTTTTCCGTCTTCTAA          |
| Mdm4 – target ex.     | CTGCTCAGACTCTCGCTCTC              | ATGTCGTGAGGTAGGCAGTG            |
| Mdm4 – control ex.    | CGG TGC AAC AGA ATA CTC CA        | TCC CAC TCC TCA AAA TCA AGG T   |
| Arih2 – targeted ex.  | GACCTATAAGGAGTCTGAGGGC            | TGCCATAGGGAGGACGCA              |
| Arih2 – control ex.   | AGT TAA TTT CCA CTG GCA AGT CT    | TTT GGA TGG ATT AGG TTG AAC TCG |
| U5-52K – targeted ex. | CCTGACCCTGGGTTCTCA                | TTGCTGGACCCTTCTCATC             |
| Ube2d2a               | AAGAGAATCCACAAGGAATTGAATG         | CAACAGGACCTGCTGAACACTG          |

### Supplementary list 2

Suppl. list 2 List of the gene and transcript IDs. Genes details refer to Ensembl release 102 (GRCm38).

| Gene name | Gene ID            | Transcript ID      |
|-----------|--------------------|--------------------|
| Foxn3     | ENSMUSG00000033713 | ENSMUST00000222458 |
| Mdm4      | ENSMUSG00000054387 | ENSMUST0000067429  |
| Arih2     | ENSMUSG00000064145 | ENSMUST00000193552 |
| Ptpre     | ENSMUSG00000026395 | ENSMUST00000183301 |
| Sp100     | ENSMUSG00000026222 | ENSMUST00000153574 |
| Stk19     | ENSMUSG00000026222 | ENSMUST00000153574 |
| Sell      | ENSMUSG00000026581 | ENSMUST00000195358 |

Supplementary Figure 1

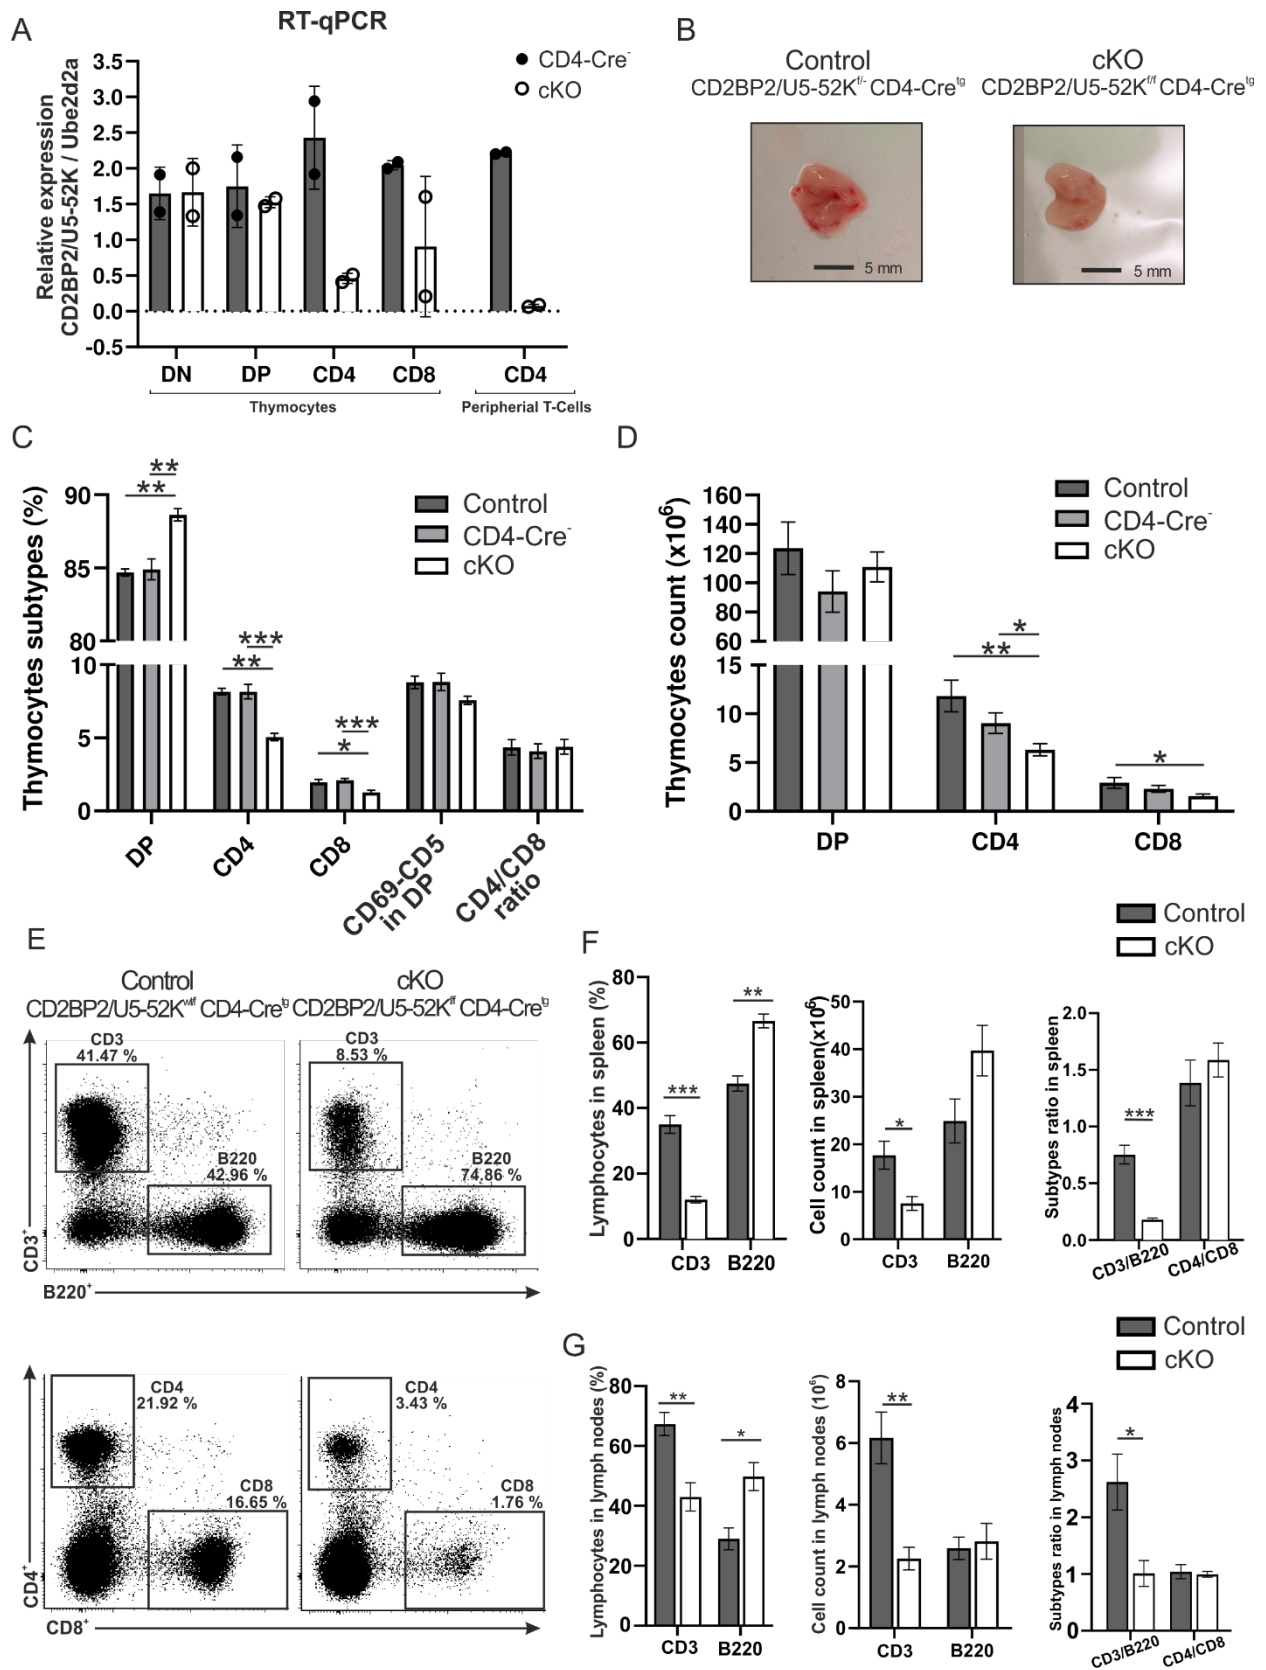

Suppl. Fig. 1 A) Analysis of *CD2BP2/U5-52K* gene and protein expression in *CD2BP2/U5-52K<sup>f/f</sup> CD4-Cre<sup>tg</sup>* mice. A) *CD2BP2/U5-52K* gene expression analysis was performed by RT-qPCR. The RNA was extracted from thymocytes (DN, DP, CD4, CD8) and peripheral T cells (CD4) subtypes from *CD2BP2/U5-52K<sup>f/f</sup> CD4-Cre<sup>tg</sup>* (cKO, n = 2) and *CD2BP2/U5-52K<sup>f/f</sup> CD4-Cre<sup>-</sup>* (CD4-Cre<sup>-</sup>, n = 2). The relative *CD2BP2/U5-52K* gene expression was analyzed in comparison with *Ube2d2* gene. B) Images of the thymi extracted from Control and cKO mice. C and D) Thymocytes analysis of *CD2BP2/U5-52K<sup>f/f</sup> CD4-Cre<sup>tg</sup>* (cKO), *CD2BP2/U5-52K<sup>-/-</sup> CD4-Cre<sup>tg</sup>* (Control) and *CD2BP2/U5-52K<sup>f/f</sup> CD4-Cre<sup>-</sup>* (CD4-Cre<sup>-</sup>). C) Bar diagram representing the percentage of DP, CD4, CD8, quadruple positive population (CD69<sup>+</sup>, CD5<sup>+</sup>, CD4<sup>+</sup>, CD8<sup>+</sup>) and CD4/CD8 ratio in Control (n = 6), CD4-Cre<sup>-</sup> (n = 9), cKO (n = 8) mice. D) Bar diagram representing the absolute cell counts of the thymocyte subpopulations for Control (n = 5), CD4-Cre<sup>-</sup> (n = 7) and cKO (n = 6). Bar represent mean  $\pm$  SEM. Statistical analysis was performed using GraphPad Prism, using ANOVA one-way, unpaired Kruskal-Wallis test. p value description: \*p  $\leq$  0.05; \*\*p  $\leq$  0.01; \*\*\*p  $\leq$  0.001; no stars: not significant. E-H) Analysis of lymphocytes derived from spleen and peripheral lymph nodes. E) Representative flow cytometric dot plots of T cells from Control mouse (*CD2BP2/U5-52K<sup>wt/f</sup> CD4-Cre<sup>tg</sup>*) and conditional KO (cKO) mouse (*CD2BP2/U5-52K<sup>f/f</sup> CD4-Cre<sup>tg</sup>*). The dot plots show in the upper plots the CD3<sup>+</sup> and B220<sup>+</sup> populations and in the lower plot the double positive -CD4<sup>+</sup> and the -CD8<sup>+</sup> populations. F and G) Bar diagrams representing the percentage, the cell count and the T cell ratio of spleen (F) and lymph nodes (G). The bar diagrams (F-G) represent the mean of values detected in Control (n = 6) and cKO (n = 8) mice. The error bars represent the standard error (SEM). Statistical analysis was performed using GraphPad Prism, using non-parametric, unpaired Mann-Whitney test. p value description: \*p  $\leq$  0.05; \*\*p  $\leq$  0.01; \*\*\*p  $\leq$  0.001; no stars: not significant.

Supplementary figure 2

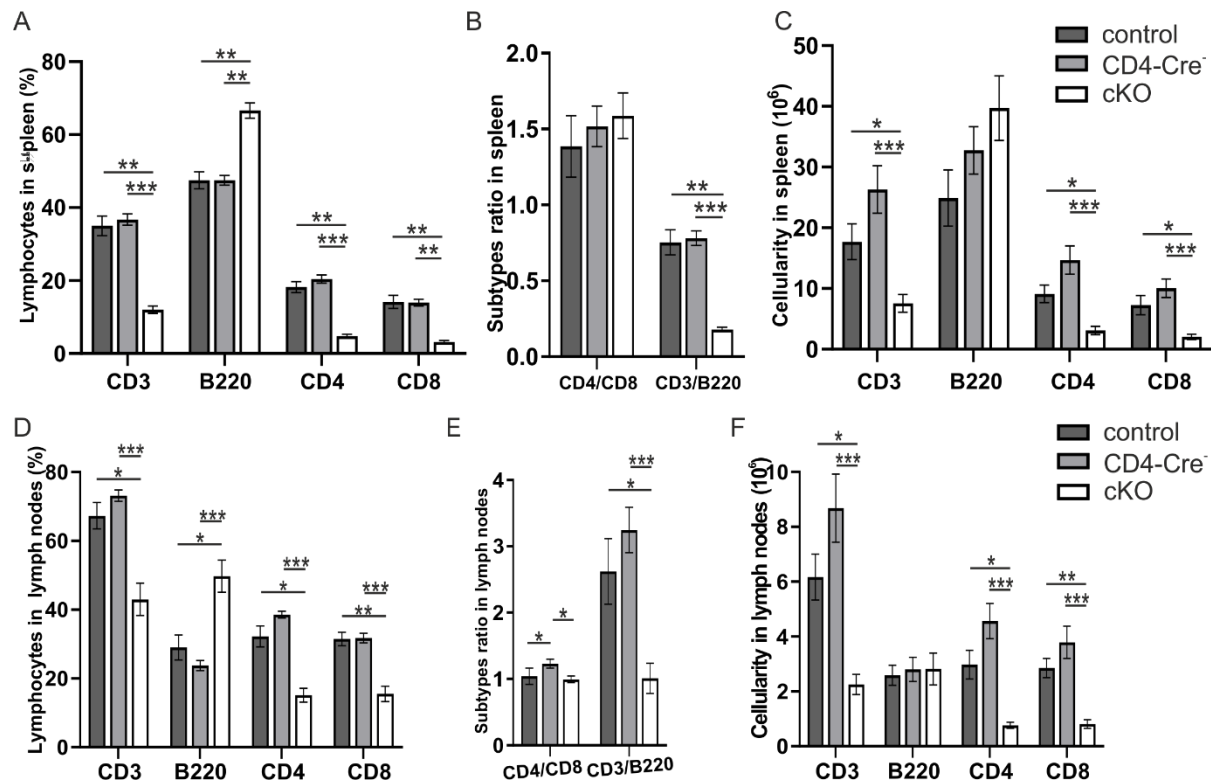

Suppl. Fig. 2 A and D) Bar diagrams representing the percentage of CD3<sup>+</sup>, B220<sup>+</sup>, CD3<sup>+</sup>-CD4<sup>+</sup> and CD3<sup>+</sup>CD8<sup>+</sup> populations in spleen (A) and peripheral lymph nodes (D). B and E) Bar diagrams representing the subtypes ratio population CD4/CD8 and CD3/B220 in spleen (B) and lymph nodes (E). C and F) Bar diagram representing the population cellularity in spleen (C) and lymph nodes (F). Each bar represents the mean value ± SEM detected for Control (CD2BP2/U5-52K<sup>wt/f</sup> CD4-Cre<sup>tg</sup>, n = 5), CD4-Cre<sup>-</sup> (CD2BP2/U5-52K<sup>f/f</sup> CD4-Cre<sup>-</sup>, n = 9) and cKO (CD2BP2/U5-52K<sup>f/f</sup> CD4-Cre<sup>tg</sup>, n = 8) mice. Statistical analysis was performed with GraphPad Prism, using ANOVA one-way, unpaired Kruskal-Wallis test. p value description: \*p ≤ 0.05; \*\*p ≤ 0.01; \*\*\*p ≤ 0.001; no stars: not significant. The error bars represent the standard error (SEM). Statistical analysis was performed using GraphPad Prism, using non-parametric, unpaired Mann-Whitney test. p value description: \*p ≤ 0.05; \*\*p ≤ 0.01; \*\*\*p ≤ 0.001; no stars: not significant.

### Supplementary figure 3

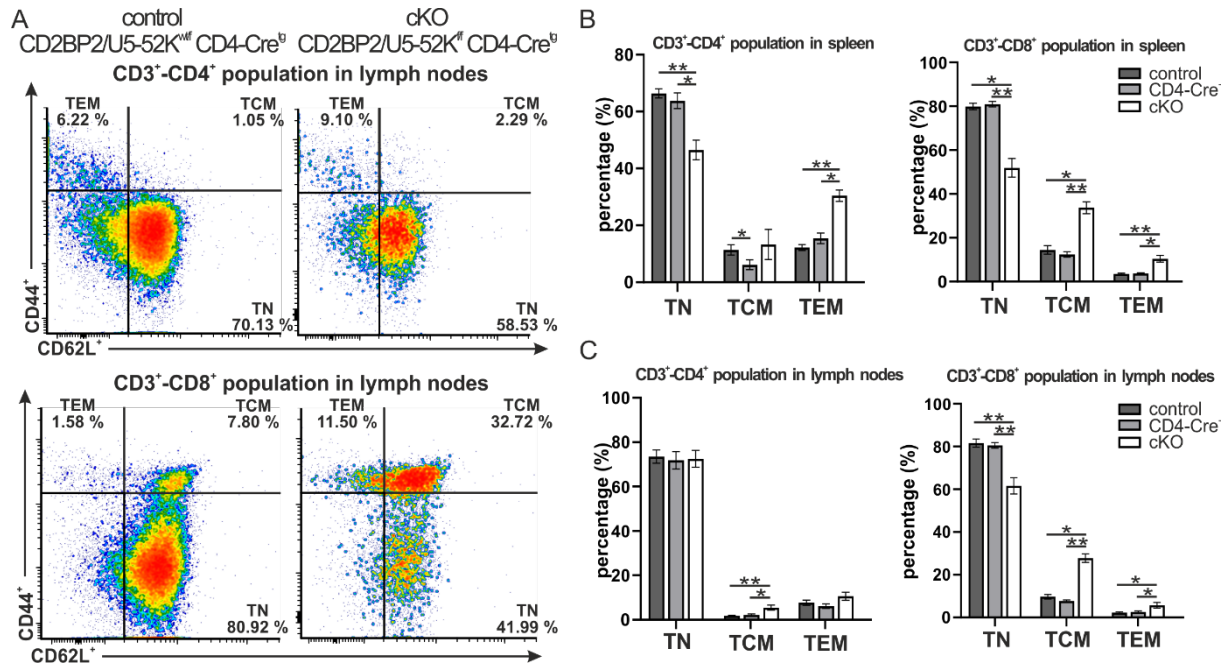

Suppl. Fig. 3 Naive and memory T cells analysis in spleen and peripheral lymph nodes. A) Representative flow cytometric dot plots of T cells from lymph nodes of Control (CD2BP2/U5-52K<sup>f/f</sup> CD4-Cre<sup>tg</sup>) and cKO (CD2BP2/U5-52K<sup>wt/f</sup> CD4-Cre<sup>tg</sup>) mice. The dot plots show naïve and memory T cells using CD62L and CD44 markers for CD3<sup>+</sup>-CD4<sup>+</sup> (upper) and CD3<sup>+</sup>-CD8<sup>+</sup> (lower) populations. B and C) Bar diagrams representing the naïve T cells (TN), central memory T cells (TCM) and effector memory T cells (TEM) percentage in Control and cKO mice. The bar diagrams represent the percentage of naïve and memory T cells in CD3<sup>+</sup>-CD4<sup>+</sup> and CD3<sup>+</sup>-CD8<sup>+</sup> population in spleen (B) and lymph nodes (C). All the bar diagrams represent the mean of values detected in Control (CD2BP2/U5-52K<sup>wt/f</sup> CD4-Cre<sup>tg</sup>, n = 5-6), CD4-Cre<sup>-</sup> (CD2BP2/U5-52K<sup>f/f</sup> CD4-Cre<sup>-</sup>, n = 5) and cKO (CD2BP2/U5-52K<sup>wt/f</sup> CD4-Cre<sup>tg</sup>, n = 5-6) mice. The error bars represent the standard error (SEM). Statistical analysis was performed with GraphPad Prism, using ANOVA one-way, unpaired Kruskal-Wallis test. p value description: \*p ≤ 0.05; \*\*p ≤ 0.01; \*\*\*p ≤ 0.001; no stars: not significant.

**Supplementary Fig. 4**

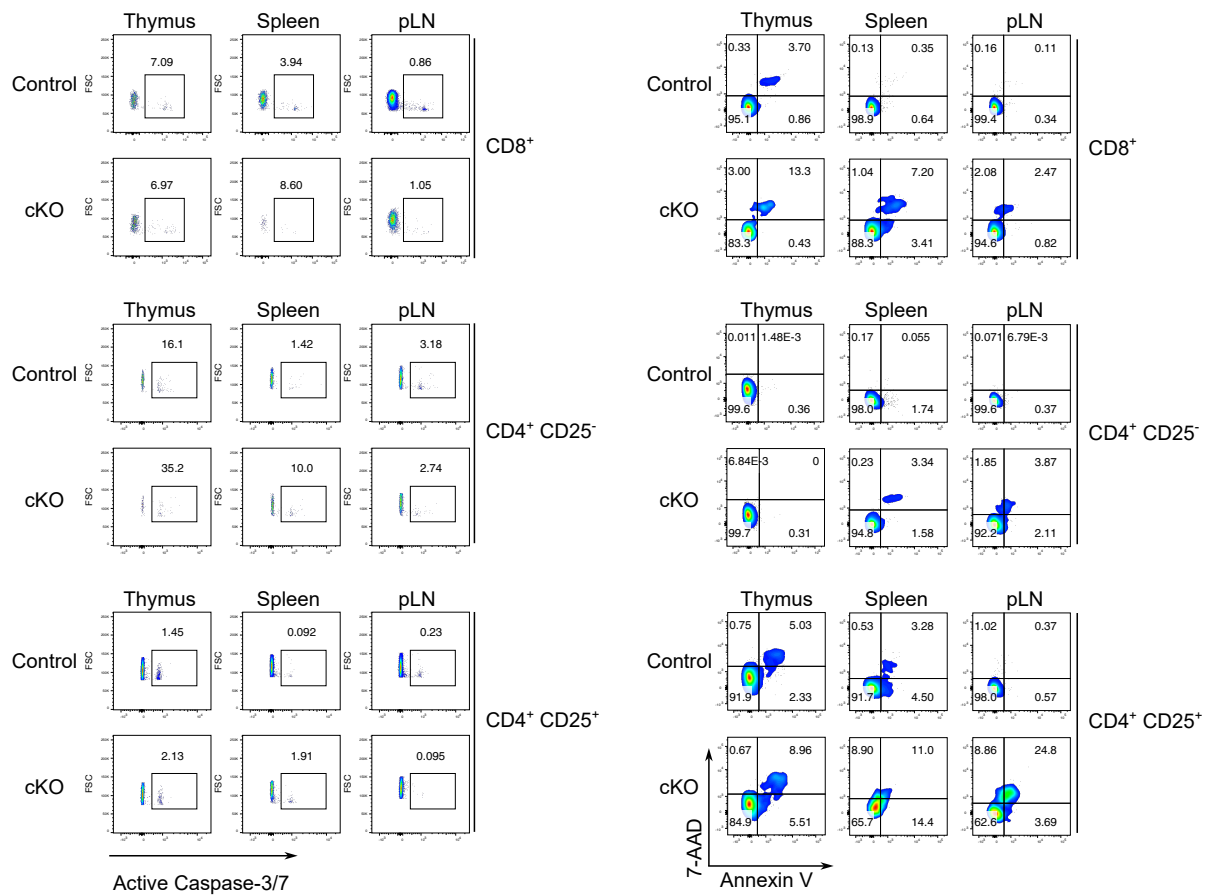

**Supplementary Figure 4. T-cell apoptosis in the presence and absence of CD2BP2. (Left)** Representative dot plots of active caspase-3/7-positive cells versus forward scatter (FSC). **(Right)** Representative dot plots of Annexin V versus 7-Aminoactinomycin D (7AAD)-positive cells. CD8<sup>+</sup>, Tconv (CD4<sup>+</sup> CD25<sup>-</sup>) and CD4<sup>+</sup> Treg (CD4<sup>+</sup>-CD25<sup>+</sup>) derived from thymus, spleen and peripheral lymph nodes (pLN) of control (CD2BP2/U5-52K<sup>wt/f</sup>CD4-Cre<sup>tg</sup>) and conditional KO mice (CD2BP2/U5-52K<sup>f/f</sup>CD4-Cre<sup>tg</sup>, cKO) were analyzed.

Supplementary Figure 5

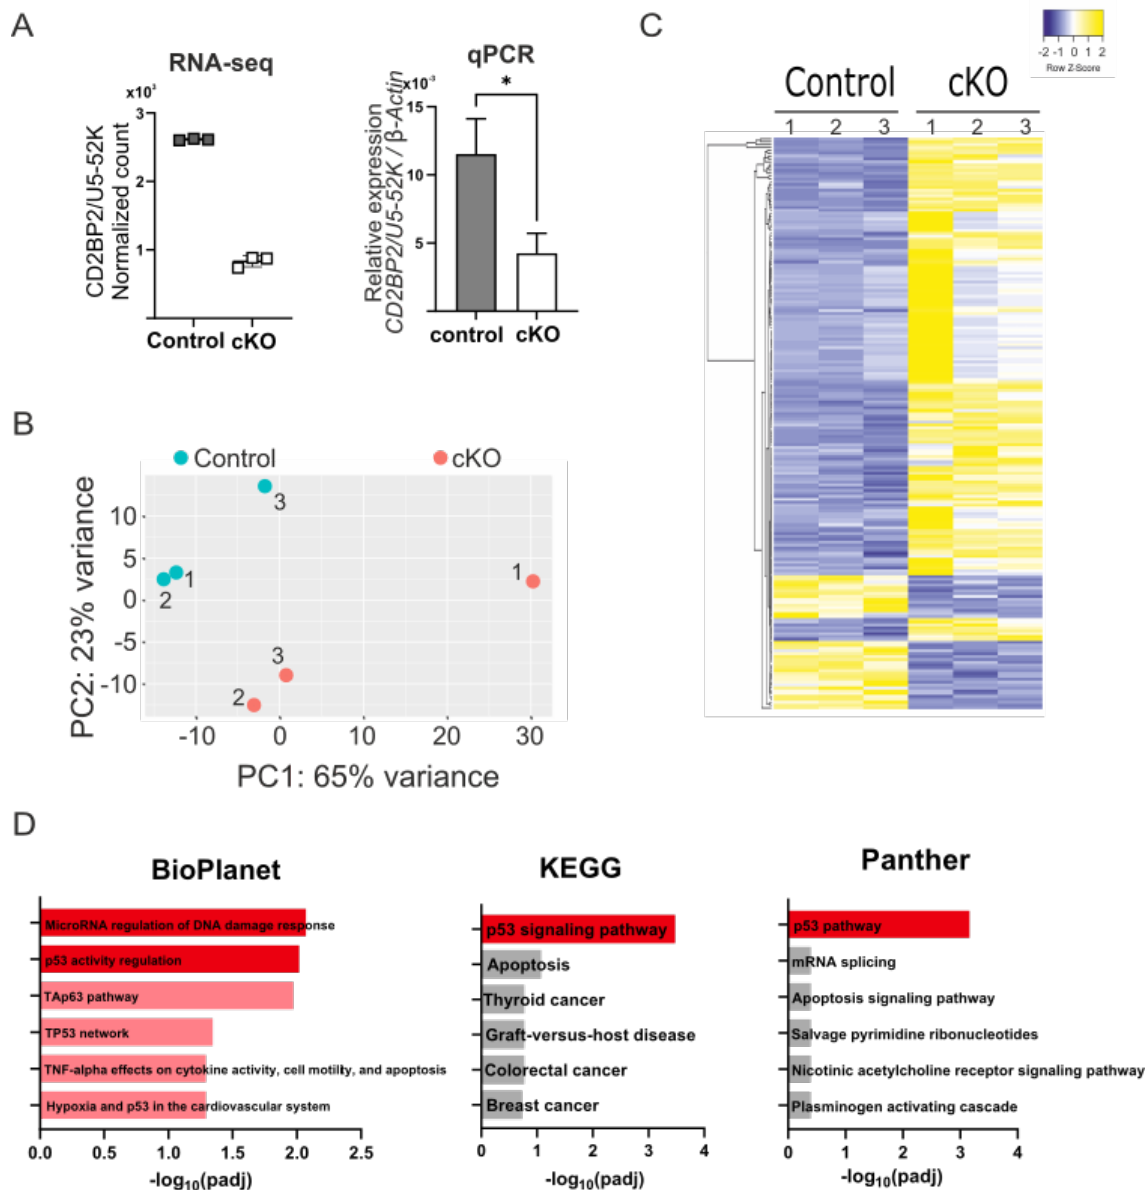

Suppl. Fig. 4 A) CD2BP2/U5-52K gene expression detected with RNA-seq analysis (left) and validate with RT-qPCR (right). For the validation, the RNA extracted from the CD4<sup>+</sup> T cells of 4 Control (CD2BP2/U5-52K<sup>wt/f</sup> CD4-Cre<sup>tg</sup>) and 6 cKO (CD2BP2/U5-52K<sup>f/f</sup> CD4-Cre<sup>tg</sup>) mice was used. The bar diagram represents the mean value and the errors bars represent the standard error (SEM). Statistical analysis was performed using GraphPad Prism, parametric unpaired t-test. p value description: \*p ≤ 0.05; \*\*p ≤ 0.01; \*\*\*p ≤ 0.001 and \*\*\*\*p ≤ 0.0001. B) Principal component analysis plot (PCA) describing the variance in the samples. The analysis of the 6 samples, 3 per each condition (CTRL in green and cKO in red), was calculated using DESeq2 software in R. C) Heatmap calculating the Euclidean distance between samples generated with all the significant DEGs using Heatmapper.ca. D) Enrichment pathway analysis performed with Enrichr program on BioPlanet, KEGG and Panther databases. The red bar indicates a padj < 0.01, the pink bar a padj between 0.05 and 0.01 and the gray is non-significant result.

Supplementary figure 6

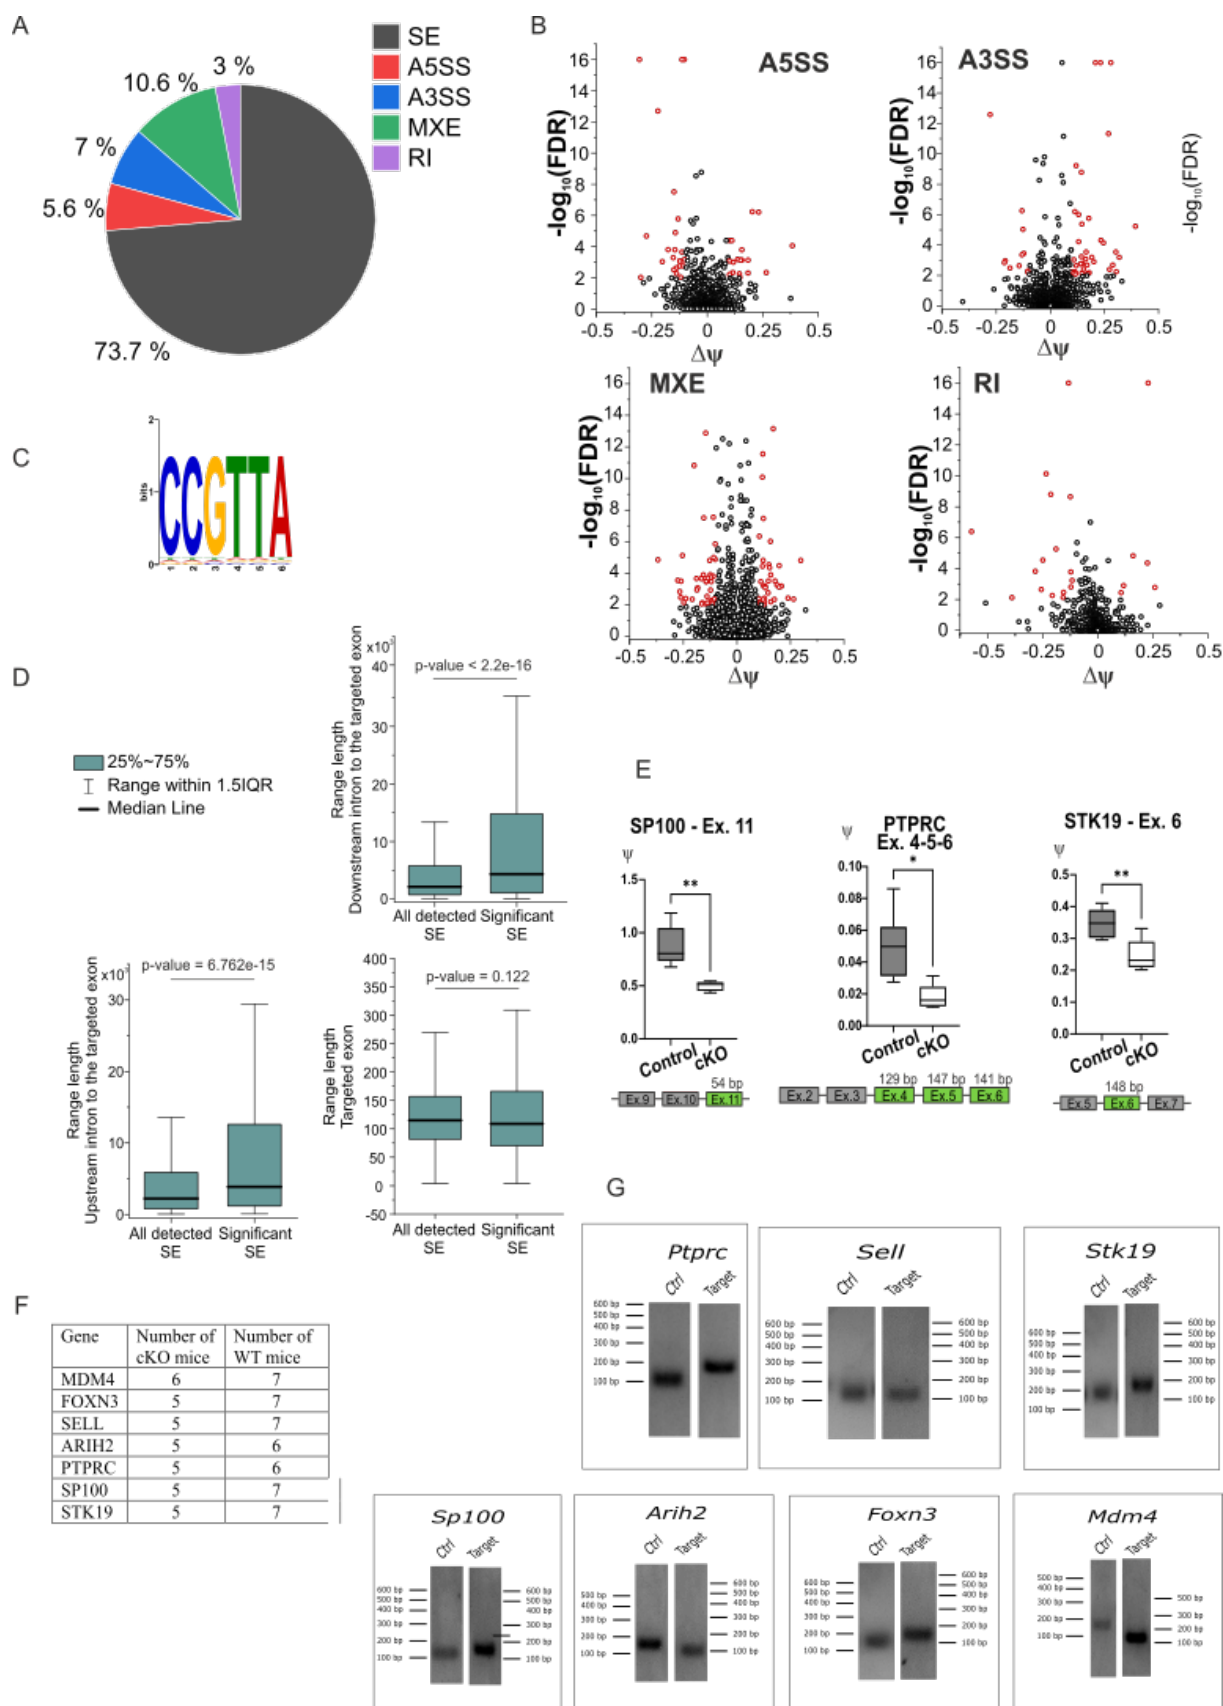

Suppl. Fig. 6 A) Pie chart representing the percentage of DSVs due to the lack of CD2BP2/U5-52K proteins. The splicing events are defined as Skipping exon (SE), Retain Intron (RI), Alternative 3' Splice Site (A3SS), Alternative 5' Splice Site (A5SS), Mutually Exclusive Exons (MXE). B) Volcano plot of the splicing events detected and selected based on the threshold count of RI, A5SS, A3SS and MXE. The red dots represent the DSVs that shows significant variance in the two conditions. C) Logo of the motif enriched in the sequences of the skipped exons. Analysis performed with STREME software. D) Analysis of the range length of introns and exons in the SE events detected, comparing all the detected SE with the significant SE. In the left the graph represents the length of upstream introns, in the middle the length of the targeted exon and the right the length of downstream intron ensuing the targeted exons. P-value was calculated with Wilcoxon test using R. E) Graphic representation of the validated skipping exon events of the gene *Ptpnc*, *Sp100* and *Stk19*. In green are highlighted the exons that are alternatively spliced in cKO mice. F) Statistics on mice used for the data shown in Fig. 6 C and Suppl. Fig. 6 E. G) Gel electrophoresis of the amplicons after RT-qPCR for each of the seven validate targets (Figure 6 C and Suppl. Fig. 6 E).

## Supplementary Figure 7

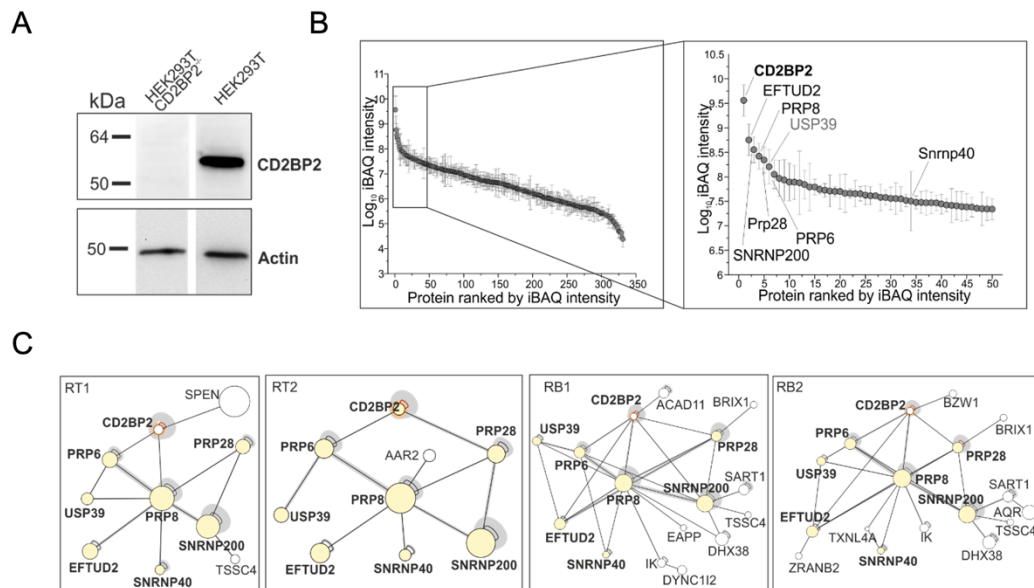

Supplementary Figure 7: A) Western blot representing the absence of CD2BP2/U5-52K protein in the KO cell line HEK293T CD2BP2/U5-52K<sup>-/-</sup> treated with CRISPR-Cas9. B) Ranking of all the identified protein from the IP by their relative intensity (iBAQ value). The data show that CD2BP2/U5-52K and protein form the U5-snRNP were highly abundant. C) Graphical representation of the crosslinked proteins identified from FLAG-CD2BP2/U5-52K immunoprecipitation followed by crosslinking and detection by mass spectrometry. The cross-linking data from the experiment, TR1, TR2, BR1 and BR2 were processed with xiNET software.

Supplementary figure 8

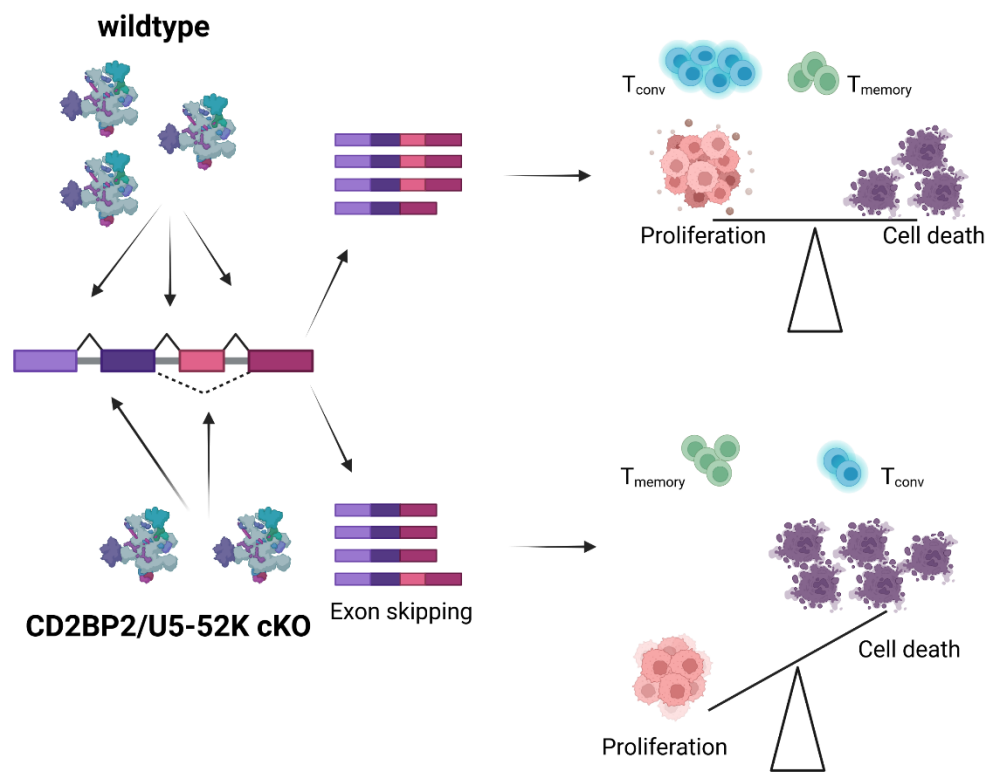

Suppl. fig. 8. Model of the role of CD2BP2/U5-52K for splicing efficiency. In the absence of CD2BP2/U5-52K splicing efficiency is reduced, probably due to a defect in U5 snRNP assembly, thus affecting all subsequent steps of the splicing cycle. As a consequence, exon skipping leads to increased expression of altered mRNA and protein isoforms or to NMD. This in turn has a dramatic effect on the differentiation/proliferation balance. In T cells, the altered homeostasis leads to a strong relative increase of memory T cells compared to naïve and effector T cells

How the deposited data were processed for this re-analysis (not part of the article)

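RNA of CD4+ T cells from spleen and peripheral lymph nodes of 3 cKO and 3 Control mice was sequenced by the authors. The Control libraries are named CTRL_1.2, CTRL_3.4 and CTRL_5.6 and the cKO libraries KO_7.8, KO_9.10 and KO_11.12. The first 2 Control libraries are wt/f with CD4-Cre and CTRL_5.6 is f/f without Cre, so that genotype and Cre differ within the Control group. The paper speaks of separate mice; the p-values measure the spread between these libraries.

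The authors trimmed reads with cutadapt, aligned them to GRCm38 (also named mm10 in the submitters' processing notes) with STAR and counted reads per gene with featureCounts, in the versions of the paper's methods; the release of the annotation used for alignment and counting is not given in the sources used here. The deposited expression values are a signal per gene and library, the count divided by a DESeq2 size factor. All values of each library were whole reads after multiplication by its size factor, within 0.01 reads. The authors' deposited comparison gives a log2 fold change and a p-value per gene from DESeq2, the log2 fold change shrunk with apeglm, and was used only where it is named. For splicing, the deposited rMATS tables give inclusion and skipping counts per event from junctions and exons, 3 values per condition without library names, with a p-value and FDR by the authors. All columns of samples in the tables were used.

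Reads in genes ranged from 56995121 to 75606222 in Control (median 62045576) and from 69981159 to 82286366 in cKO (median 80655549). Of 56246 genes in the table, 25351 had a symbol, and the 11001 of these with a mean normalized count of at least 100 in either condition were tested with limma 3.58.1 (R 4.3.3) on log2(normalized count + 1), with a trend in the variance and Benjamini-Hochberg adjustment. This scale understates the fold change of genes with low counts. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change above 1. The same genes were tested on the whole reads with edgeR 4.0.16 and DESeq2 1.42.0. Counts summed over a gene cannot separate overlapping genes or near-identical copies, and whether strand was used in counting was not examined. Gene lists were tested against all other genes with camera at a preset correlation of 0.01, and again with an estimated correlation.

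Splicing events with a mean of at least 20 reads in both conditions were tested by a quasi-binomial logistic model of inclusion against skipping counts, with the dispersion of each event moderated across events by limma and a floor of 1, and Benjamini-Hochberg adjustment within the event class. DSVs had an FDR under 0.01 and an absolute difference in inclusion of at least 10 points. The design set the dispersion prior over all tested events. On simulated counts that prior recovered none of the changed events, so it was replaced by a prior over events whose rarer form had a mean of at least 5 reads per library. This was done on simulated counts, but after the number of skipped exon DSVs under the first prior (388) had been seen. The test reported calls 206, and a minimum of 10 reads calls 143. Since the first prior called more real events than the reported one, the simulated counts did not behave like the real ones under it. They cannot decide between the priors. Intron and exon lengths of called and detected events were compared with a two-sided Wilcoxon test across events and by permuting calls over genes 100000 times. Exons tested by RT-qPCR were located by transcript and exon number in the GENCODE M21 annotation of GRCm38, while the paper's list of transcripts refers to Ensembl release 102. Where several events held an exon, the event with the most reads was taken. Sequences and gene positions came from the same annotation and genome. Python steps used numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

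Both tests were tested on simulated data drawn from the means and spread of these libraries. For expression, limma called 0% of genes changed 1.5-fold, 36% of those changed 2-fold, 96% at 4-fold and 98% at 8-fold, with 3 unchanged genes called among 11001. For skipped exons, 24% of events changed by 10 points, 66% at 20 points and 88% at 30 points were called, with 1 unchanged event called among 39173, and 4.33% of unchanged events had an unadjusted p under 0.05. The recovered shares for skipped exons hold for the simulated counts only, which did not behave like the real ones under the first prior. No 2 libraries of a condition differed by as little as sampling noise, since chi-square per gene was at least 23.69.

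Genes and events named in the text follow a rule written before the data were examined but after the paper and the first rows of its Supplementary Tables 1 and 2 had been read. It takes every gene the paper names for these data, the 10 called genes with the largest rise and the 10 with the largest fall whose libraries do not overlap, up to 4 members of smallest p in each list described, the RT-qPCR exons, the 10 skipped exon events with the largest difference in each direction (1 per gene), the 2 largest of each other class and called events in genes of the lists. Tests, thresholds, gene lists and the alternatives were also fixed then, apart from the dispersion prior and the alternatives said to have been added. Splice site strength, intron retention with iREAD and the search for motifs with STREME were not analysed here, and the exons that the paper's primers target in Bcl11b, Vps37a and Cln3 were not located. Results for 1 gene that the rule names are not reported here. The alternatives covered the pseudocount, filters, scaling, variance model, count models, thresholds, dispersion, overlapping events, backgrounds and leaving out each library.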

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

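The lists below hold genes outside those the paper discusses, and each differed between cKO and Control by camera at an adjusted p under 0.05 with a preset correlation; none of the 31 lists did with an estimated correlation. The tests weighed here were set before their results were seen, except that those on skipped exons rest on the dispersion prior changed after the first count of DSVs had been seen, and that the medians of CD8+ T cell and dendritic cell genes per library were compared after the data had been seen.

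Mitochondrially encoded genes were lower in the cKO, with a median log2 fold change of -0.623 over 13 genes, of which 8 passed and 13 passed when adjusted over the list alone (adjusted p = 0.0969 with an estimated correlation). ND4, with the smallest p, had -0.67 (adjusted p = 0.0158 from limma). Genes beside Cd2bp2 on chromosome 7 had a median of -0.149 over 11 genes, of which Tbc1d10b, from 127197459 to 127208468, passed and lost the call without any library but KO_7.8 (adjusted p of 0.0518 to 0.195; adjusted p = 0.382 for the list with an estimated correlation). CD8+ T cell genes had a median of 1.03 over 7 genes, and dendritic cell genes of 0.915 over 8, of which Zbtb46 (1.00) passed (adjusted p of 0.365 and 0.382 with an estimated correlation). NK cell genes had a median of 0.431 over 7 genes, genes of the immediate early response of 0.423 over 15, and genes of helper T cell subsets of 0.53 over 10, with no member passing (adjusted p of 0.365, 0.504 and 0.569 with an estimated correlation). The NK cell list lost its call with either other filter and without KO_7.8 (adjusted p = 0.0582), and the helper subset list without KO_9.10 (adjusted p = 0.0548). B cell genes had a median of -0.759 over 17 genes, with no member passing (4 lower when adjusted over the list alone).

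Skipped exon DSVs had mostly lower inclusion in the cKO. At the tested skipped exon events, cKO libraries had 30312054 to 39435807 reads. Control libraries had 24822280 to 35038814, so the ranges overlap but lie higher in the cKO. With every library thinned to 24868626 reads, the smallest total of a library over all skipped exon events before the filter on reads, 150 of 38140 events were called and 82.0% of them had lower inclusion, which argues against a difference in depth as the whole source of the direction. The loss of the U5 snRNP factor remains a possible explanation, as a hypothesis, since other technical sources were not tested. Of 10 splits of the 6 libraries, 1 split, the real one, gave as many skipped exon DSVs (206; highest other 0), and 10 splits are too few for a share under 0.05.

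Introns beside called skipped exons were longer than those beside detected ones. Against detected events matched on read count the ratio of medians was 1.978, and against events matched on Control inclusion level 1.826 (permutation p = 0.0001 in both from 10000 draws, the smallest they can give), which argues against read depth and inclusion level as the whole source. Within 153 genes, the median log2 ratio of called to other detected exons was 0.1115 (sign-flip permutation p = 0.121), so that long genes and long introns cannot be told apart here. An effect of intron length on skipping in the cKO may therefore be one of gene length.

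Memory and effector genes were higher in the cKO and naive T cell genes had a median log2 fold change of -0.214 with a camera p of 0.0778 (0.0064 without CTRL_1.2, 0.0136 without KO_11.12 and 0.536 without CTRL_5.6). A larger share of memory cells among the sorted cells would lower the naive list, and as its p misses 0.05 the test leaves this open. It is a candidate explanation beside a change within the cells, and the paper reports more memory cells in these mice. The test for cells of other types in the sort asked whether B cell and myeloid genes rose together. The B cell median of -0.759 argues against added B cells, but other cells need not come with B cells. In each cKO library the medians of CD8+ T cell genes (0.802 to 1.276) and of dendritic cell genes (0.399 to 1.226) lay above those of all Control libraries, so that cells of these types in the sort stay open, as does a source of myeloid genes in KO_7.8. The paper sorted CD4+ CD8- cells, a gate that should leave out most CD8+ T cells.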

How the results depend on the processing

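The alternatives added after the data were seen are the other dispersion priors, the authors' rMATS p readjusted over the tested events, the gene ID of Txnl4a and the apoptosis genes without those the paper names. Leaving out 1 library changed 15 of 78 main values beyond the limits set. DEGs ranged from 26 (without CTRL_1.2) to 71 (without KO_7.8), with 27 without CTRL_3.4 or KO_11.12, 29 without KO_9.10 and 34 without CTRL_5.6, their share higher in cKO from 81.69% to 89.66%, and named genes called from 20 to 32. Skipped exon DSVs ranged from 136 (without Control listed 1) to 208, and the other classes from 47 to 67. RT-qPCR exons called ranged from 5 to 6. DESeq2 on whole reads called 236 DEGs, the authors' deposited p over the tested genes 210 and no fold change threshold 107. Quantile normalization gave 44 higher and 20 lower. No pseudocount, filter or scaling moved the number of DEGs beyond 1.5 times, and the median log2 fold change of all genes stayed between -0.0281 and 0.0101. With an estimated correlation, camera called 0 lists. A difference of 20 points left 56 skipped exon DSVs, 94.64% with lower inclusion, and 20 of the other classes, which reached 125 at an FDR of 0.05. Limma on the log odds called 2 skipped exon DSVs, 100% of them lower, 0 of the other classes and 0 RT-qPCR exons. The dispersion prior over all events called 388, which include the 206 reported, and a prior over events with 10 reads of the rarer form 143. The authors' FDR called 535 skipped exons and 191 of the other classes, and their p readjusted 538 and 195. Beside exons with higher inclusion in the cKO the ratio of intron lengths was reversed, at 0.3666 upstream and 0.395 downstream, and their exon length ratio of 0.9561 did not pass; with the authors' FDR exon length gave 0.9474 and did not pass the Wilcoxon test (p of 0.117) but passed by permutation over genes (p = 0.00212), while the motif, at 2.016%, passed. Apoptosis genes with a skipped exon DSV, 4 of 64, gave an odds ratio of 3.304 (Fisher's exact test, p = 0.0395), and 2.908 times the number drawn from genes matched on junction count (p = 0.0926). Of these 4, Arih2, Foxn3 and Mdm4 are genes that the paper picked from these libraries, so the odds ratio is not independent of its choice; without the genes the paper names, 1 of 57 was called (odds ratio 0.8851, p of 1). Art4, Tmie, Akr1c18 and Slc39a8, among the genes with the largest changes, lost their calls without 4 or more of the libraries. Among gene lists, the camera p of the cell cycle list ranged from 5.34e-05 to 0.173 and was reversed without KO_7.8 (0.173), and that of ribosomal protein genes ranged from 7.6e-10 to 0.584 and was reversed without CTRL_5.6 (0.326). Fewer libraries and stricter thresholds apart, the cause of these changes was not tested. Of other settings for genes, exons and lists named in the text, 732 kept their side and direction, 41 lost a call, 4 gained one and 22 moved; leaving out a library, 457 kept, 77 lost, 11 gained, 5 moved and 2, the lists just named, were reversed. No paired analysis was possible because the conditions share no replicate numbers. Depth limits the number of skipped exon DSVs, as thinning every library to 24868626 reads over all skipped exon events left 150; for genes depth was not varied. In simulated data, 10% of genes changed 1.5-fold had an adjusted p under 0.05, and of those changed 2-fold 62% had one and 36% were called, since the fold threshold removes changes near it.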

Differences from the paper's values

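The paper reports 200 DEGs, 161 higher in the cKO and 39 higher in Control, where limma on the deposited values called 62, 49 and 13 at the paper's thresholds. Of the alternatives set before the data were examined, DESeq2 on whole reads (236) and the authors' deposited p over the tested genes (210) do not differ by the criteria used, and the changes of pseudocount, filter, scaling, variance model, fold change threshold, edgeR and leaving out a library all do. The authors' deposited table holds 199 genes at the thresholds, 161 and 38, and 54 of the 62 genes are among them.

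For splicing, the paper reports 726 DSVs, 1.3% of detected events, against 279 and 0.499% here. It reports 535 skipped exons, 444 of them with lower inclusion in the cKO, against 206 and 169. The paper's Supplementary Figure 6A and Fig. 6A show about 22 retained introns, about 51 alternative 3' splice sites, about 41 alternative 5' splice sites and about 77 mutually exclusive exons, read by eye, against 4, 18, 20 and 31 here. The authors' deposited rMATS FDR, an alternative set before the data were examined, gives the paper's numbers. The other alternatives set then do not close these gaps for all events or for skipped exons, while an FDR of 0.05 gives 64 mutually exclusive exons. The dispersion prior over all tested events, added after seeing the values, gives 388 skipped exons, within 1.5 times of the paper's. It drops 185 of the 535 skipped exons the authors call, and the reported prior drops 334.

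The paper gives 3.8% of skipped exons with the sequence CCGTTA from a motif search, against 1.531% with exact matches here, and 2.016% with the authors' FDR, which also differs.

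The paper names Pmaip1 among genes increased in the cKO; its adjusted p here was 0.0911, and it was called by DESeq2 on whole reads and without KO_7.8. The paper finds no influence of exon length, whereas called exons had a median of 89 bp against 114 bp; the authors' FDR gives 108 bp, which did not pass the Wilcoxon test (p of 0.117) but passed by permutation over genes (p = 0.00212). For Ptprc exons 4, 5 and 6, which the paper lists as DSVs, the event with the most reads was not called here. Other events of exons 5 and 6 were. Another event of exon 4 went from 64.5% in Control to 41.5% in the cKO. Its FDR of 0.0163 missed the call here, while the authors' deposited FDR of 0.00234 passes the paper's threshold. The paper describes replicates as similar in PCA, while over all tested genes the first component set KO_7.8 apart and the second separated the conditions, with CTRL_5.6 apart. Over the 500 genes of largest variance, KO_7.8 lay among the Control libraries on the second component.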

Other observations

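Genes of the spliceosome were among those that rose. Of 9 genes of the U5 snRNP, 3 passed and none was lower over all genes, Prpf8 (log2 fold change 1.12, adjusted p = 0.022 from limma), Snrnp200 (1.27, adjusted p = 0.00575) and Txnl4a (0.86, adjusted p = 0.0218). The list leaves out the ablated gene Cd2bp2, which was lower (log2 fold change -1.65). The list had a median of 0.273 (camera, adjusted p = 7.78e-05; adjusted p = 0.156 with an estimated correlation). Here Txnl4a is ENSMUSG00000057130, which has this name in the annotation, a choice made after the data were seen. By the rule set at first, the higher mean of 2 gene IDs with this symbol, ENSMUSG00000024571 (-0.33) stood for it, 2 genes passed and the median was 0.26 (camera, adjusted p = 0.00814; adjusted p = 0.365 with an estimated correlation), which the counts of lists elsewhere rest on. Txnl4a lost its call without any library but KO_7.8 (adjusted p of 0.0595 to 0.124). Prpf8 lost its call without CTRL_1.2 (adjusted p = 0.142), CTRL_3.4 (0.0626), KO_9.10 (0.107) or KO_11.12 (0.116). Of 16 genes of the U4/U6 and tri-snRNP, Prpf3 passed, with a median of 0.185 (adjusted p = 0.0026; adjusted p = 0.518 with an estimated correlation, and 0.0543 without KO_7.8). Genes of the late spliceosome had a median of 0.084 over 33 (adjusted p = 0.0409; 0.685 estimated) and those of U1, U2 and Sm proteins of 0.148 over 24 (adjusted p = 0.0269; 0.609 estimated), with no member passing. The late spliceosome list lost its call without any library but CTRL_5.6 and KO_9.10 (adjusted p of 0.0693 to 0.249), and the U1, U2 and Sm list without CTRL_1.2, CTRL_3.4 or KO_7.8 (0.0699 to 0.235). Both also lost it with no filter on low counts (0.0918 and 0.0654), in edgeR (0.111 and 0.0512) and in DESeq2 (0.105 and 0.0869), and the late spliceosome list after quantile normalization (0.102).

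Myeloid genes had a median log2 fold change of 1.2 over 15 genes, none passing (camera, adjusted p = 0.002; adjusted p = 0.609 with an estimated correlation), and were no longer different without KO_7.8 (adjusted p = 0.0908). Cell cycle genes had 0.276 over 30 (adjusted p = 0.0294; 0.783 estimated) and ribosomal protein genes -0.16 over 79 (adjusted p = 0.0134; 0.823 estimated). The cell cycle call was lost with no filter on low counts (0.0662) and without CTRL_3.4 (0.0792), CTRL_5.6 (0.0906) or KO_7.8 (0.235), and the ribosomal one without CTRL_5.6 (0.41), KO_9.10 (0.696) or KO_11.12 (0.24). Lists that did not pass were SR proteins (adjusted p = 0.115), hnRNPs (0.997), NMD factors (0.847), ATF4 targets (0.738), interferon-stimulated genes (0.568), erythroid genes (0.983), replication-dependent histones (0.299), plasma cell genes (0.139; Jchain, 1.02, passed), T cell activation (0.139), Tfh and checkpoint genes (0.082) and Treg genes (0.175). Some of these passed when a library was left out, interferon-stimulated genes (adjusted p = 0.0182) and T cell activation (0.0161) without CTRL_1.2, Treg genes without CTRL_1.2 (0.00968) or KO_11.12 (0.0261), and Tfh and checkpoint genes without CTRL_5.6 (0.00238) or KO_7.8 (0.0382). Platelet genes were not measured at the filter, and 1 of the stroma and endothelium genes was.

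The 62 genes with a skipped exon DSV of lower inclusion whose exon length is not a multiple of 3 had a median log2 fold change of -0.0518, and the 80 genes whose called exons all had a multiple of 3 had 0.0138, a difference of -0.0656 (permutation p = 0.0604).

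Of 10 splits of the 6 libraries, 1 split, the real one, gave as many DEGs (62; highest other 0), as small a p for p53 targets (5.42e-10; smallest other 0.00666), as many differing lists (19; highest other 17) and as many DSVs of the other classes (73; highest other 0). The splits are too few for a share under 0.05.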
